# Comparative analysis of alkyne- and desthiobiotinylated photoaffinity probes for chemotranscriptomic profiling

**DOI:** 10.1039/d6cb00030d

**Published:** 2026-03-04

**Authors:** Daphne A. L. van den Homberg, Georgia Poulladofonou, Aurelia Dekens, Willem A. Velema

## Abstract

Understanding small molecule–RNA interactions is a crucial part in drug development and fundamental biology. Chemotranscriptomic profiling is emerging as a powerful platform to interrogate interactions of small molecules with entire transcriptomes. This technique relies on photoaffinity probes that covalently capture small molecule RNA interactions. Most photoaffinity probes bear an alkyne handle that requires additional inefficient functionalization and purification steps after RNA capture. We sought to improve the workflow by directly desthiobiotinylating a photoaffinity probe, omitting these additional alkyne functionalization steps. Here, we compare the suitability of desthiobiotin and alkyne modified Ribocil-derived photoaffinity probes for chemotranscriptomic profiling. Our results demonstrate binding of both photoaffinity probes to their specific target, the FMN riboswitch, using *in vitro* transcription/translation and RT-qPCR. We also observed high unspecific interactions due to proposed weak and non-specific binding of the desthiobiotin moiety to RNA analyzed by dot blots and RT-qPCR. Finally, transcriptome-wide sequencing confirmed the unselective interaction of desthiobiotin. These findings suggest that desthiobiotin is an inefficient enrichment handle for the design of photoaffinity probes, resulting in many off-target interactions.

## Abstract 2

The suitability of desthiobiotin and alkyne modified Ribocil photoaffinity probes for chemotranscriptomic profiling were compared. Desthiobiotin appears to unselectively interact with RNA, rendering it unfavorable for transcriptome-wide studies.

## Introduction

Advancing the understanding of interactions between small molecules and RNA is imperative for developing RNA-targeting therapeutics. Currently, most therapeutic small molecules target proteins, while they only make up 1.5% of the human genome, and the druggable proteome is even smaller.^1,2^ By shifting the focus towards RNA as therapeutic targets, we can potentially increase the number of druggable sites significantly. In particular, non-coding RNAs (ncRNAs) have been suggested as attractive targets including microRNAs (miRNAs), small nucleolar RNAs (snoRNAs) and long non-coding RNAs (lncRNAs), since they can regulate expression of disease-related genes and can form targetable conformations.^3,4^

These conformations can entail complex tertiary structures, including hairpins, pseudoknots, internal loops or bulges that can be recognized by small molecules.^5–9^ As bacterial and viral RNA are essential for the life cycles of different human pathogens, they are, therefore, interesting drug targets. In 1944, streptomycin was discovered as an antibiotic, which was later identified as the first small molecule to target bacterial ribosomal RNA (rRNA).^10^ Since that discovery many more antibacterial and antiviral RNA-targeting small molecules have been identified. Recently, many efforts were made to investigate the pseudoknot-1 PRF, essential in beta-coronaviruses like SARS-CoV-1 and SARS-CoV-2, and to identify compounds targeting this pseudoknot.^11^ An interesting class of bacterial RNAs was discovered in the early 2000s, that is able to undergo structural changes in conformation in the presence of small molecules.^12^ These riboswitches are located in the 5' untranslated region (UTR) of mRNA and thus regulate a key aspect of the bacterial life cycle. It was later discovered that the natural product antibiotic Roseoflavin inhibits riboflavin biosynthesis by binding to the flavin mononucleotide (FMN) riboswitch, highlighting riboswitches as interesting drug target.^13,14^

To assist in the investigation of small molecule–RNA interactions, there has been an increased interest in the development of chemical probes that directly report on target binding. Chemical probes can be designed by combining a small molecule of interest with a cross-linking moiety to allow for photoaffinity labeling of target RNAs and a purification tag, like biotin, to isolate RNA by pulldown.^15–17^ Early examples of this affinity-based probing include seminal work by the group of Disney who designed a small molecule that interacts with and covalently binds to the CUG trinucleotide repeat associated with myotonic dystrophy type 1 (DM1).^18,19^ When combined with next-generation sequencing (NGS), this approach allows for chemotranscriptomic screening to identify novel targets for small molecules of interest, like the precursor of the oncogenic microRNA 21 or the oncogene QSOX1.^20–22^ Besides the usefulness of this technique as a screening method, it can also be applied as a validation method to investigate the interaction of small molecules with known RNA targets.^23–27^ Interestingly, an already existing drug inhibiting the receptor tyrosine kinase was identified as an RNA targeting molecule with the help of computational modelling and validated this interaction by photoaffinity labeling.^23^ It has also been shown that this method is an effective tool to investigate riboswitches.^28–30^ Balaratnam *et al.* showed that a PreQ1 riboswitch specific chemical probe can be used to probe the human transcriptome to identify PreQ1 aptamer-like sequences.^28^

To support these ongoing endeavors we were interested to optimize the chemotranscriptomic profiling workflow. So far, most developed probes bear an alkyne handle that after photocrosslinking is modified with biotin through a Copper-catalyzed Azide–Alkyne Cycloaddition (CuAAC) and subsequent purification. We found this two-step process to be inefficient, resulting in 56% loss of yield (SI Fig. S1), as compared to direct biotinylated probes. We therefore speculated that biotinylated affinity probes could be used to potentially circumvent this enrichment inefficiency.^31^

Here, we compare the suitability of desthiobiotin, a compact biotin derivative, and alkyne modified photoaffinity probes for chemotranscriptomic profiling (Fig. 1a). For this purpose, we focused on the established small molecule–RNA interaction between Ribocil and the flavin mononucleotide FMN riboswitch (Fig. 2A).^32^ Recently, we have demonstrated that Ribocil derived small molecules can be used to specifically target and investigate the FMN riboswitch.^33^ In the current study, we designed two photoaffinity probes based on the molecular structure of Ribocil bearing an alkyne or desthiobiotin moiety and validated their affinity for the FMN riboswitch. Using an *in vitro* transcription/translation (IVTT) assay and RT-qPCR we found that both Ribocil-derived photoaffinity probes are able to bind to and enrich their target. When comparing selectivities by RT-qPCR, we found the desthiobiotin probe to enrich significantly more background RNA. Combining pulldown enrichments with NGS allowed us to perform chemotranscriptomic profiling, which confirmed unselective interactions of the desthiobiotin Ribocil probe within the transcriptome. These unselective interactions were similar for a control desthiobiotin probe without the Ribocil affinity group. Taken together, we conclude that the alkyne photoaffinity probe is superior for chemotranscriptomic experiments compared to desthiobiotinylated probes.

**Fig. 1:**
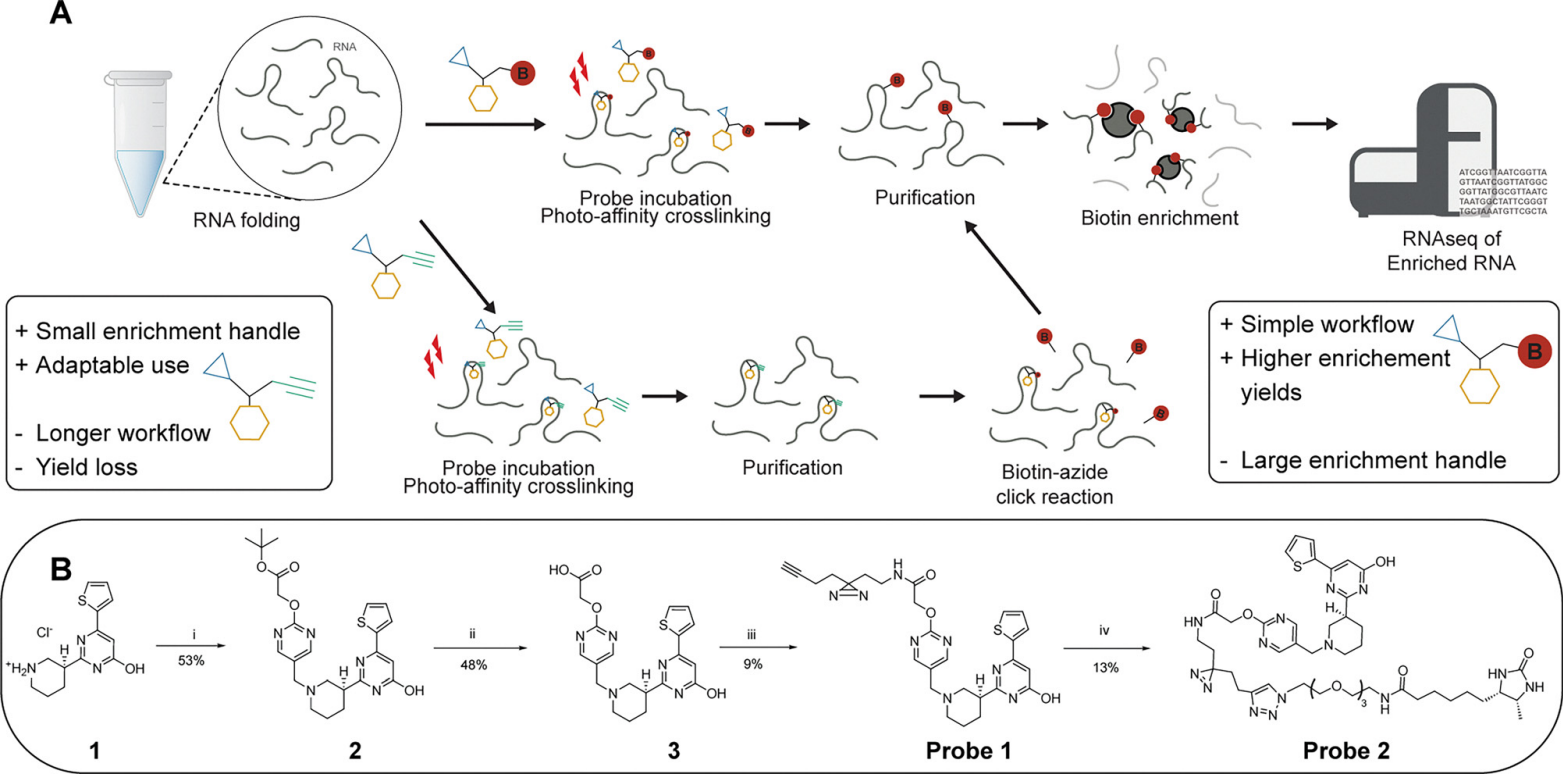
Chemotranscroptomic profiling workflow. (a) Schematic depiction of the *in vitro* chemotranscriptomic profiling workflow using chemical probes with a biotin or alkyne tag. (b) Synthesis of Ribocil-derived photoaffinity probes 1 and 2.

**Fig. 2:**
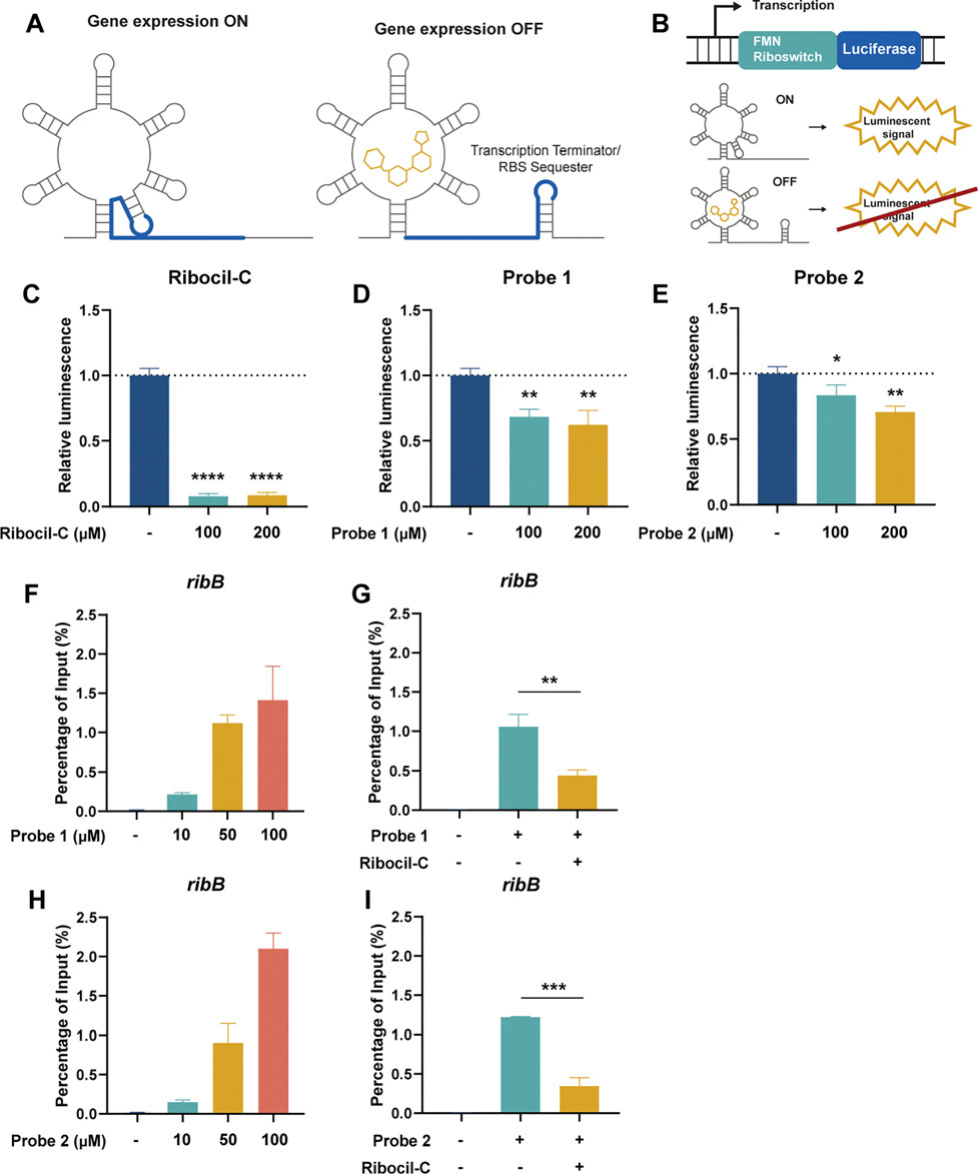
Validation of the target specificity of the Ribocil-derived probes. (A) Schematic visualization of the FMN riboswitch showing the ON and OFF conformations. (B) Schematic illustration of the IVTT assay. (C) Relative luminescence of Ribocil-C, (D) Ribocil-derived Probe 1, (E) Ribocil-derived Probe 2. (F) Enrichment of *ribB* in percentage of input at 10, 50 or 100 µM of probe 1 compared to DMSO control. (G) Competition assay showing *ribB* enrichment at 100 µM of probe 1 and Ribocil-C. (H) Enrichment of *ribB* of probe 2. (I) Competition assay of probe 2 with Ribocil-C at 100 µM. Error bars indicate standard deviations of triplicate measurements. Statistical significance was defined using an unpaired two-tailed Student's *t*-test (*p < 0.05, **p < 0.01, ***p < 0.001).

## Results and discussion

### Synthesis and evaluation of Ribocil derived photoaffinity probes

The design of alkyne probe 1 and desthiobiotin probe 2 was inspired by the Ribocil-D scaffold.^34^ The enantiopure ribocil core 1 was prepared according to reported procedures and reacted with an aldehyde bearing pyrimidine functionalized with a *tert*-butyl ester using a reductive amination (Fig. 1b).^35^ After ester cleavage, the resulting carboxylic acid was amidated with an amine bearing diazirine/alkyne compound yielding probe 1. Further functionalization of probe 1 with desthiobiotin azide using CuAAC afforded probe 2.

To test if the synthesized probes were able to bind to the FMN riboswitch, we conducted an IVTT luciferase reporter assay. In this system, the *E. coli* FMN riboswitch controls the expression of a luciferase protein (Fig. 2A and B).^26,36^ The positive control (Ribocil) displayed strong luciferase expression inhibition by 90% at 100 and 200 µM (Fig. 2C and SI Fig. S2a). The Ribocil derivatives probe 1 and probe 2 showed moderate inhibition of 32–38% and 27–30% inhibition, respectively (Fig. 2D and E and SI Fig. S2b, c), demonstrating target engagement. We hypothesize that these differences are potentially explained by the addition of the photoaffinity and alkyne/desthiobiotin group to the structure that might inhibit optimal binding to the FMN riboswitch by steric hindrance or disruption of key interactions. Nevertheless, the observed inhibition of luciferase expression by probe 1 and 2 do imply that the probes likely interact and bind to the FMN riboswitch.

### Specificity of Ribocil derived photoaffinity probes for the FMN riboswitch

To investigate the specificity of the Ribocil derived probes, we incubated isolated RNA of *E. coli* with different concentrations of probes 1 and 2 and exposed them to UV light to facilitate crosslinking. To enable Streptavidin enrichment, probe 1 required an additional click-reaction with desthiobiotin-functionalized azide and subsequent purification. After Streptavidin pulldown, target RNA levels were measured using RT-qPCR and percentage (%) of input was calculated as an indication of target RNA enrichment relative to the starting material. As expected, both Ribocil derived photoaffinity probes were able to enrich the *E. coli* FMN riboswitch and its downstream gene *ribB* compared to a DMSO control in a dose-dependent manner (Fig. 2F and H). Probe 1 enriched 0.22 ± 0.02, 1.12 ± 0.10 or 1.41 ± 0.43 of *ribB* compared to probe 2 0.15 ± 0.03, 0.90 ± 0.25 or 2.10 ± 0.20% of input when treated with 10, 50 or 100 µM of each probe respectively. In contrast, DMSO treated samples showed *ribB* levels of 0.01 ± 0.005% of the input RNA compared to before pulldown. The two lower probe concentrations show slightly higher levels of *ribB* when treated with the alkyne probe 1. Importantly, at a concentration of 100 µM the desthiobiotin probe 2 appears to enrich more *ribB* than probe 1. We speculated that this increased enrichment might be explained by unspecific interactions of probe 2 with RNA. To analyze this, we also measured the levels of two housekeeping genes *cysG* and *gyrB* that are not known to interact with Ribocil.^37,38^ We observed an enrichment of 0.03 ± 0.008, 0.21 ± 0.03 or 0.30 ± 0.13% of input at 10, 50 or 100 µM of alkyne probe 1, respectively, compared to DMSO enrichment of 0.01 ± 0.02% of input (Fig. 3A). Treatment with desthiobiotin probe 2 resulted in substantially higher *cysG* levels of 0.06 ± 0.007, 0.34 ± 0.10 or 1.34 ± 0.07% of input compared to the alkyne version of the probe (Fig. 3B). In addition, to quantify the effect of background binding we calculated the relative enrichment of *ribB* by normalizing the RNA levels to *cysG*. Interestingly, probe 1 showed a relative enrichment of 10.5 ± 2.3, 9.0 ± 1.3 and 8.2 ± 1.4, while probe 2 had lower relative enrichments of 4.0 ± 0.6, 4.3 ± 0.8 and 2.6 ± 0.3 at 10, 50 or 100 µM (Fig. 3G). A similar pattern was observed for *gyrB* RNA levels (Fig. 3D–F and H). These findings show that both Ribocil derived photoaffinity probes are able to bind to and enrich its target *ribB* with similar efficiencies. However, when the enrichment levels are compensated for the overall RNA levels, represented by the housekeeping genes, we observe a 2.1–3.2-fold increase in relative enrichment of alkyne probe 1 compared to 2. This is likely explained by higher unspecific interactions of probe 2 with RNA. We speculate that the observed high enrichment of *cysG* and *gyrB* with probe 2, especially at 100 µM, stems from binding of the desthiobiotin moiety of the probe to off-target RNAs rather than true target engagement. Likely, the desthiobiotin group binds to RNA molecules in a weak and nonspecific manner, while the Ribocil core binds tightly to the FMN riboswitch target. The effect becomes most apparent at the highest concentration. We hypothesize that this non-specific binding could be mediated by desthiobiotin transiently interacting with RNA before being covalently captured by UV crosslinking.^39^ Alternatively, the effect could be due to increased capture efficiency, where the additional click-reaction for probe 1 results in loss of RNAs where the attached probe is not functionalized with desthiobiotin azide. However, in that case we would expect more enriched *ribB* of probe 2 compared to probe 1 at all concentrations.

**Fig. 3:**
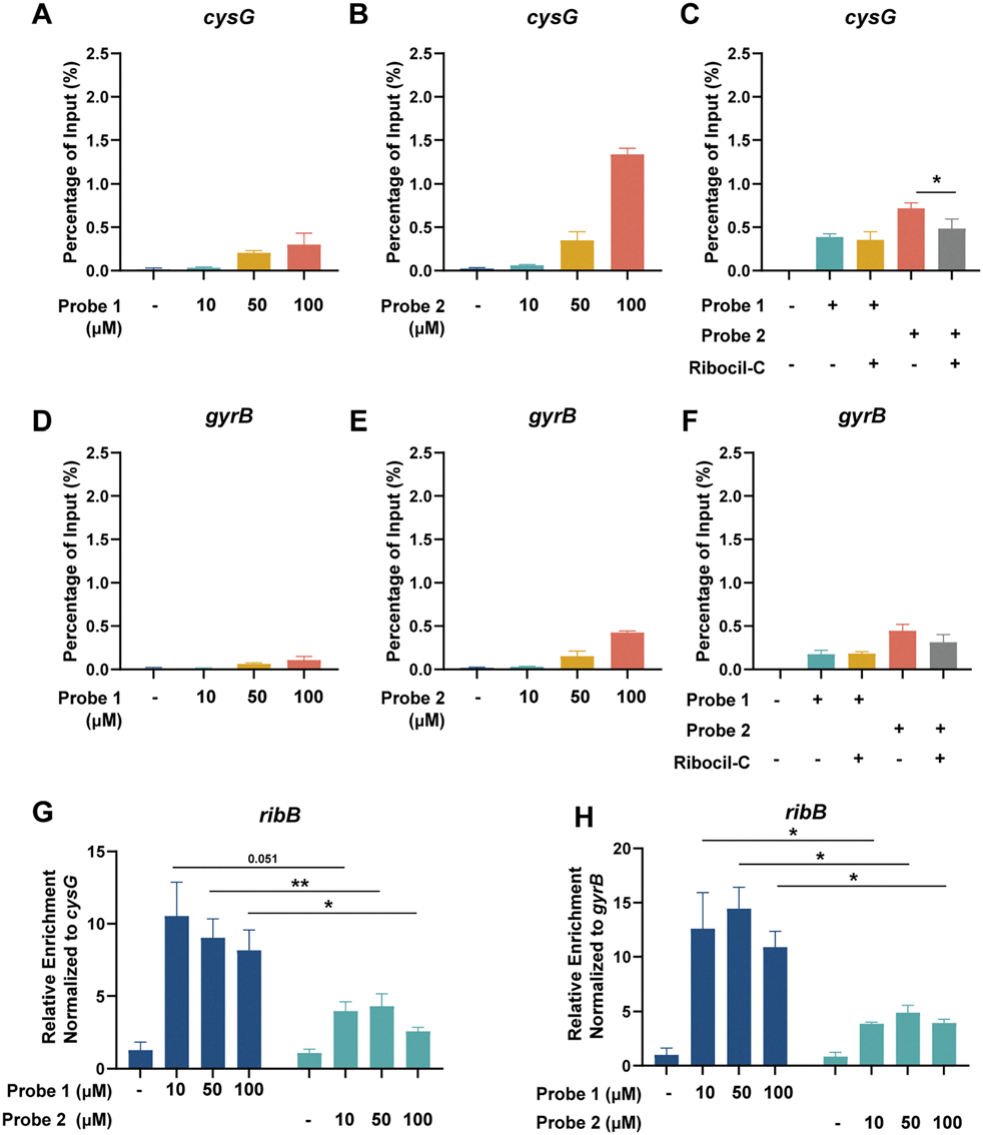
Unspecific enrichment of the Ribocil-derived probes. (A) Enrichment of *cysG* in percentage of input at 10, 50 or 100 µM of probe 1 (B) or probe 2 compared to DMSO control. (C) Competition assay showing *cysG* enrichment at 100 µM of probe 1, probe 2 and Ribocil-C. (D) Enrichment of *gyrB* in percentage of input at 10, 50 or 100 µM of probe 1 (E) or probe 2 compared to DMSO control. (F) Competition assay showing *cysG* enrichment at 100 µM of probe 1, probe 2 and Ribocil-C. (G) Relative enrichment of *ribB* normalized to *cysG* (H) or *gyrB*. Error bars indicate standard deviations of triplicate measurements. Statistical significance was defined using an unpaired two-tailed Student's *t*-test (*p < 0.05, **p < 0.01).

We validated the target specificity using a competition experiment with Ribocil-C. Incubation with equimolar concentrations of Ribocil-C resulted in a decrease in *ribB* enrichment of 70 and 72% when treated with probe 1 or 2, respectively (Fig. 2G and H). Moreover, with probe 1 RNA levels of *cysG* and *gyrB* remained the same with or without addition of Ribocil-C, validating the target specificity of the Ribocil derived probe. In contrast, for probe 2 Ribocil-C decreased the amount of enriched *cysG* by 32% and *gyrB* by 30% (Fig. 3C and F).

### Desthiobiotin interacts with RNA

To investigate the effects of the alkyne and desthiobiotin group alone, we synthesized control probes containing only these respective functional groups and the diazirine group (Fig. 4a). The resulting control probes, probe 3,^26^ and 4, resemble the two different photoaffinity probes minus the Ribocil affinity group. Using a dot blot, we measured the total amount of desthiobiotin in RNA samples treated with the different Ribocil or control probes. We elected to focus on the 100 µM concentration, as the differences in unspecific interactions between probe 1 and 2 were most noticeable at this concentration. The two Ribocil-derived photoaffinity probes showed similar chemiluminescent levels (Fig. 4b, c and SI. Fig. S3), while the control desthiobiotin probe showed a much higher signal. In contrast, there was no signal visible for the control alkyne probe combined with an extra click-reaction to attach the desthiobiotin. Besides the dotblot analysis, we also subjected the control probes to the pulldown method. Comparable to the dotblot, probe 3 showed no signal for the measured RNA targets (Fig. 4d–f). Equal amounts of the housekeeping RNAs *cysG* and *gyrB* were enriched with desthiobiotin control probe 4*versus* desthiobiotin ribocil probe 2, but a 2.3-fold decrease was observed for the FMN riboswitch mRNA *ribB* (Fig. 4g–i). Both the dotblot and the pulldown results confirm that the desthiobiotin group by itself is able to interact with RNA, while the alkyne group does not. We cannot completely exclude the possibility that the linker between the Ribocil core and desthiobiotin is able to bind to the RNA, however. These findings suggest that desthiobiotin is likely unfavorable as an enrichment handle directly attached to photoaffinity probes for studying RNA interactions.

**Fig. 4:**
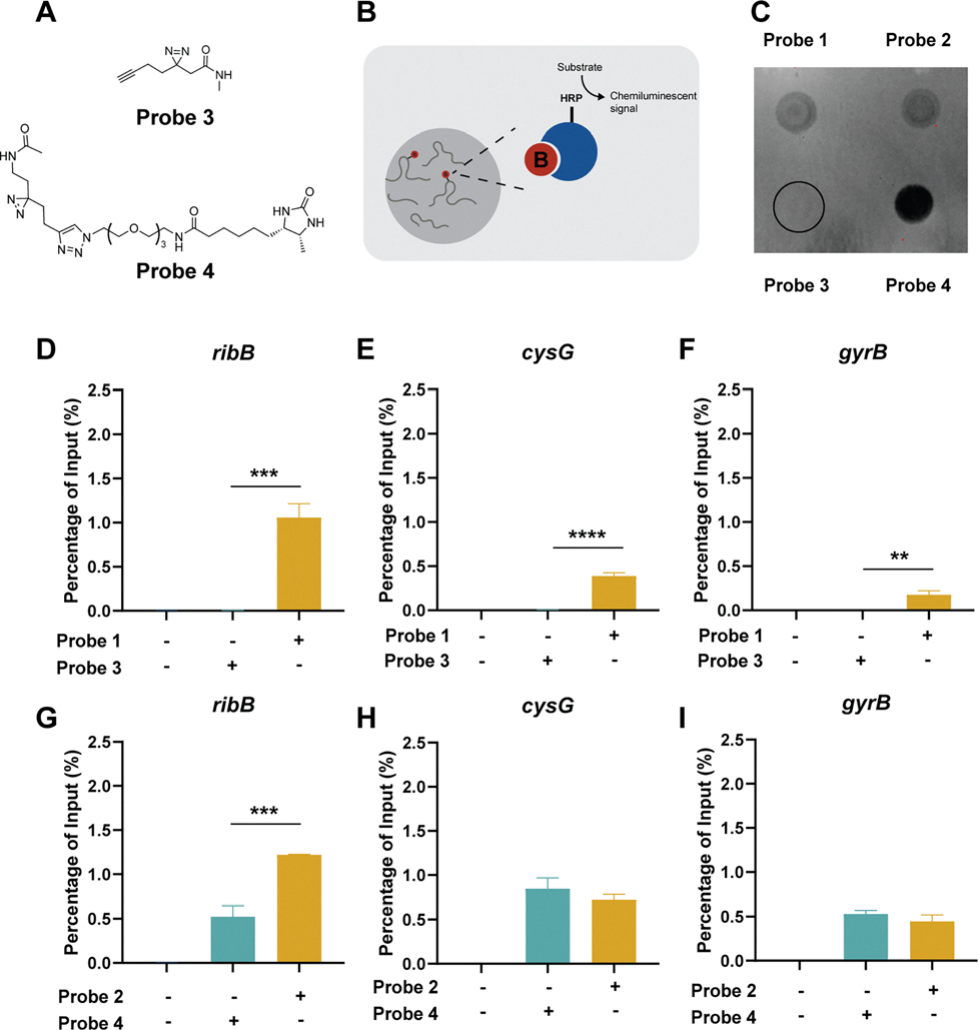
Interaction of alkyne or desthiobiotin to RNA. (a) Molecular structures of alkyne control probe 3 and desthiobiotin control probe 4. (b) Schematic depiction of the dotblot assay. (c) Dotblot membrane showing chemiluminescence. (d) Enrichment of *ribB*, (e) *cysG* and (f) *gyrB* of Ribocil-derived probe 1 and alkyne control probe 3 compared to DMSO control. (g) Enrichment of *ribB*, (h) *cysG* and (i) *gyrB* of Ribocil-derived probe 2 and desthiobiotin control probe 4 compared to DMSO control. Photoaffinity probes were incubated at a concentration of 100 µM. Error bars indicate standard deviations of triplicate measurements. Statistical significance was defined using an unpaired two-tailed Student's *t*-test (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

### Chemotranscriptomic profiling using photoaffinity probes

To investigate the applicability of alkyne and desthiobiotin modified photoaffinity probes for chemotranscriptomic profiling, we again performed the photoaffinity labeling and pulldown experiments and subjected enriched RNA to sequencing. 

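E. coli RNA was sequenced in 5 groups of 3 libraries each. The pulldown groups were Ribocil alkyne probe 1, Ribocil desthiobiotin probe 2, alkyne control probe 3 and desthiobiotin control probe 4, all incubated at 100 µM. The fifth group was RNA without pulldown. The authors trimmed the reads with Cutadapt, aligned them to the E. coli K12 MG1655 genome with Bowtie2 and counted them per gene with featureCounts. The deposited values are these counts for 4451 genes, without normalization. Total counts per library ranged from 32425185 to 69930664. The median was 36824299 with probe 1 (range 33225343 to 45543410), 40362205 with probe 2 (32425185 to 51061633) and 44884975 with probe 3 (40100491 to 49743235). It was 55428028 with probe 4 (51599688 to 69930664) and 52688921 without pulldown (50994671 to 59419561). The paper's methods state a depth of 20 M reads, and all values given here use the deposited counts. Of the low counts, from 1 to 8 per gene, between 67.0% and 75.6% per library were even numbers, as would follow if the mates of a read pair were counted separately. Counts that follow from the same pair are not independent, so intervals from counting error, which take each count as independent, are too narrow if this is the case. The 3646 genes with at least 30 counts summed over the 15 libraries were scaled by edgeR's TMM method and compared with its quasi-likelihood test. All libraries entered a single fit with a mean for each group. A gene was called enriched or depleted at an adjusted p under 0.05 (Benjamini-Hochberg) and a log2 fold change above 0.5 or below -0.5, the paper's thresholds. The standard DESeq2 test, which the paper used, was run as an alternative, as were other scalings, count filters and sets of libraries.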

We compared both Ribocil-derived photoaffinity probes to their respective control probes and analyzed enriched RNA targets. Significantly enriched RNAs were characterized by Log 2 FC > 0.5 (FC > 1.41) and *P*adj < 0.05 to distinguish small changes as well. 

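With probe 1, 60 genes were called enriched over control probe 3 and 67 were called depleted, of 3646 genes tested. DESeq2 called 58 enriched and 61 depleted. On the compared groups only, edgeR called 52 enriched and 60 depleted, and DESeq2 40 and 50. Leaving out each of the 6 libraries in turn gave 46 to 60 enriched genes. The alternative that moved this number most was a test against the fold change threshold itself (edgeR's glmTreat), with 18 enriched genes. The target gene ribB, which carries the FMN riboswitch, lies on the MG1655 chromosome from 3181835 to 3182488 (654 bp). Its level in CPM, counts scaled to the library's TMM-adjusted total, was 8.69 ± 1.05 (SD, n = 3) with probe 1 and 5.04 ± 0.28 (SD, n = 3) with probe 3, from 335 to 370 and from 195 to 258 counts per library. The log2 fold change was 0.78 (standard error 0.13, edgeR adjusted p = 1.4e-04). All probe 1 libraries lay above all probe 3 libraries, a separation that chance gives for 10% of genes with 3 against 3. Without each library in turn the log2 fold change of ribB was 0.70 to 0.88. It was called without each library and under each of 10 alternative scalings, filters and fits, but not by glmTreat. The enriched genes with the smallest adjusted p were zinT (log2 fold change 1.08, adjusted p = 1.5e-09), wbbL (1.34, adjusted p = 9.0e-09) and wbbK (1.65, adjusted p = 9.0e-09), with no overlap between the groups. Among the depleted genes these were the tRNA genes leuQ (-3.85, adjusted p = 1.9e-11), leuV (-3.75, adjusted p = 1.6e-10) and serV (-2.69, adjusted p = 7.1e-09). Near-identical tRNA copies could have shared reads in the counting, so the value of each of these genes is uncertain. Of the 67 depleted genes, 52 were 200 bp or shorter. The genes cysG and gyrB, which the paper measured by RT-qPCR, were not called. Their log2 fold changes were -0.21 (standard error 0.42, adjusted p = 0.896) for cysG, at 8 to 34 counts per library, and -0.26 (standard error 0.084, adjusted p = 0.0686) for gyrB. Without probe 1 replicate 3 the cysG value was 0.098.

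**Figure D1:**
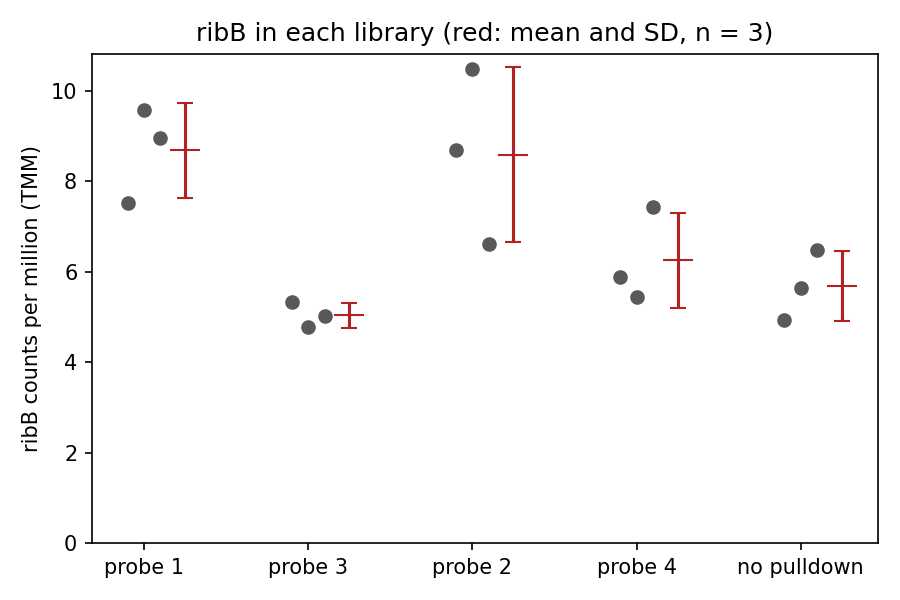
TMM-normalized CPM of ribB for each library (grey points) of the 4 pulldown groups and the no pulldown group. Red lines give the mean and SD of 3 libraries. The probe 1 libraries lie above the probe 3 libraries.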

For probe 1, we found 65 enriched targets compared to the control probe, including *ribB* at a Log 2 FC of 0.79 (Fig. 5a and SI Table S1). Interestingly, we observed only 1 enriched target for probe 2 and *ribB* was not significantly enriched compared to its control probe (Fig. 5b and SI Table S2). 

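Over desthiobiotin control probe 4, 1 gene was called enriched with probe 2 and 0 were called depleted by edgeR, while 328 genes had an unadjusted p under 0.05. DESeq2 called 3 enriched and 2 depleted, with 272 genes at an unadjusted p under 0.05. The number of enriched genes was 12 without probe 2 replicate 2 and 3 without probe 4 replicate 1, and 3 genes were depleted without probe 2 replicate 2. The enriched gene was the small RNA csrB (369 bp), with 368 ± 9.68 CPM (SD, n = 3) against 250 ± 12.8 (SD, n = 3). Its log2 fold change was 0.56 (standard error 0.081, edgeR adjusted p = 2.4e-04), and it was called under each of 10 alternative scalings, filters and fits but not by glmTreat. In both of these groups csrB lay below its level without pulldown, by log2 fold changes of -0.30 with probe 2 (adjusted p = 0.0176) and -0.86 with probe 4 (adjusted p = 1.4e-09). For ribB, 8.59 ± 1.94 CPM (SD, n = 3) with probe 2 stood against 6.25 ± 1.05 (SD, n = 3) with probe 4, and the groups overlapped. The log2 fold change was 0.47 (standard error 0.13, unadjusted p = 9.4e-04, adjusted p = 0.155), rank 21 of the genes by p in edgeR. It fell to 0.31 without probe 2 replicate 2 and was 0.62 without probe 2 replicate 3. The difference between the ribB fold changes of the alkyne pair and the desthiobiotin pair, tested directly in the same fit, was 0.31 (standard error 0.19, adjusted p = 0.482). Without each library in turn this difference was 0.16 to 0.47, with edgeR adjusted p of 0.166 to 0.795. The log2 fold changes of cysG and gyrB were 0.22 (adjusted p = 0.942) and 0.13 (adjusted p = 0.709), and that of cysG was -0.035 without probe 2 replicate 3. That of gyrB was 0.055 to 0.20 when each library was left out in turn.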

To understand where the discrepancy comes from, we compared probe 1 to probe 2. No large differences were observed between these two Ribocil-derived probes (SI Fig. S4). 

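Compared directly, 0 genes were called higher with probe 1 than with probe 2 by edgeR and 3 were called lower, while 331 genes had an unadjusted p under 0.05. DESeq2 called 0 higher and 2 lower, with 280 genes at an unadjusted p under 0.05. Total counts gave 6 higher and 0 lower genes, the fit without rRNA genes 1 and 7, no count filter 2 and 18 and the replicate block 1 and 14. The 3 lower genes were csrB (log2 fold change -0.52, standard error 0.081, adjusted p = 0.0010), frr (-0.53, standard error 0.11, adjusted p = 0.0285) and csrC (-0.59, standard error 0.13, adjusted p = 0.0417). With only the compared groups in the fit, edgeR called none of them, and the adjusted p of csrB was then 0.0614. The count of lower genes rested on single libraries. It was 16 without probe 2 replicate 2 and 14 without probe 1 replicate 1, but 1 without probe 1 replicate 3 and 1 without probe 2 replicate 3. There were 2 higher genes without probe 2 replicate 2 and 1 without probe 1 replicate 2. The edgeR adjusted p of frr was 0.0997 without probe 1 replicate 3 and 0.119 without probe 2 replicate 3, and its log2 fold change was -0.499 without probe 2 replicate 2. For csrC the adjusted p was 0.267 without probe 1 replicate 2, 0.0860 without probe 1 replicate 3, 0.189 without probe 2 replicate 1 and 0.0918 without probe 2 replicate 3. The log2 fold change of csrB was -0.42 without probe 1 replicate 2. For ribB the log2 fold change was 0.0012 (standard error 0.13, adjusted p = 1.00), and it ranged from -0.14 to 0.16 when each library was left out in turn.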

We were surprised that the sequencing data did not identify *ribB* as a hit using the desthiobiotinylated photoaffinity probe, since the RT-qPCR data showed a 2.3-fold enrichment compared to probe 4. RT-qPCR, however, is known to be more sensitive than RNA sequencing, and a 2.3-fold change might not be detected using RNA sequencing.^40^ 

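The chance of calling a change of this size was tested on simulated counts. In 200 genes with mean counts of 162 to 623 per library, a range around that of ribB, a 2.3-fold change was added to the probe 2 libraries at the spread estimated from the data. Both edgeR and DESeq2 called 100% of these genes. For a log2 change of 0.8, edgeR called 99% and DESeq2 96.0%. For a log2 change of 0.5, which lies at the threshold, 29.5% and 32.5% were called. All 200 genes were changed in the same run, which eases the Benjamini-Hochberg cutoff, while 1 gene was called in the real comparison. The shares called can therefore overstate the chance for a single target such as ribB. The simulated values cover sequencing and library spread, not a loss of target at the pulldown itself.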

Especially if besides target-specific interactions, the desthiobiotinylated probe also binds and crosslinks to unspecific RNAs, the actual targets are only weakly enriched. These low enrichments can be compressed by DESeq2 normalization and therefore not show up. In addition, we cannot exclude the possibility of a lack of sequencing power resulting in small differences between conditions. 

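The ribB change of probe 2 over probe 4 was computed under each scaling. The log2 fold change was 0.48 with edgeR's RLE factors, 0.43 with total counts and 0.48 with rRNA genes left out, with adjusted p of 0.179, 0.239 and 0.0522. DESeq2, with its own size factors and no shrinkage of fold changes, gave 0.48 with an adjusted p of 0.0442. At this value ribB passed the adjusted p and not the fold change threshold, and over all alternatives that kept every library the adjusted p ranged from 0.0084 to 0.239. DESeq2 tests only genes above a mean count that it chooses to maximise the calls, and 979 genes had an adjusted p in this comparison. Without this filtering, the DESeq2 adjusted p of ribB was 0.174 over 4342 genes.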

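In simulated data with 200 changed genes of any count, at a log2 change of 1 in either direction, edgeR recovered 50.5% of them for probe 2 over probe 4 and 50.5% for probe 1 over probe 3. In these runs genes counted as recovered or called at an adjusted p under 0.05, without the fold change threshold. In a separate run with 200 changed genes of a mean of at least 50 counts, edgeR recovered at least 93.5% in both. In that run, edgeR also called 15 unchanged genes for probe 1 over probe 3, 7.4% of its calls. For probe 2 over probe 4 it called 6, or 3.0%. With no gene changed, 0 genes were called in either comparison.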

To keep an unbiased representation of RNA content, no ribosomal RNA depletion was performed during library preparation. To compensate, libraries were sequenced at a depth of 20 million reads for this small bacterial genome. However, for non-ribosomal RNAs this method did result in low sequencing reads (SI Table S3). 

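Genes for 16S, 23S and 5S rRNA, 22 in all, took 98.0% to 98.2% of the counts in every library. The share was 98.1% ± 0.0367 (SD, n = 3) with probe 1, 98.2% ± 0.0320 with probe 2, 98.0% ± 0.0524 with probe 3, 98.1% ± 0.0871 with probe 4 and 98.0% ± 0.0261 without pulldown. The differences from no pulldown were 0.0571, 0.193, 0.0436 and 0.0927 percentage points for probes 1 to 4 (exact two-sided permutation p = 0.10, 0.10, 0.30 and 0.20). The smallest p possible with 3 against 3 is 0.10. Probe 4 exceeded probe 3 by 0.0491 points (exact permutation p = 0.50). With each library left out in turn, probe 3 minus probe 4 was -0.090 to -0.0035 points. The differences from no pulldown were then 0.036 to 0.072 points for probe 1 and 0.18 to 0.21 for probe 2. They were 0.022 to 0.073 points for probe 3 and 0.047 to 0.13 for probe 4. The 5S genes took 1.12% ± 0.0543 (SD, n = 3) of the counts without pulldown and 1.19% ± 0.354 with probe 3. They took 0.196% ± 0.106 with probe 1, 0.397% ± 0.185 with probe 2 and 0.231% ± 0.108 with probe 4. Outside rRNA genes, a mean of 747290 counts per library remained with probe 1, 743141 with probe 2, 878000 with probe 3, 1117202 with probe 4 and 1084426 without pulldown.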

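Among non-rRNA genes the median count per gene was 12 to 25 in the 15 libraries, with a median of 19 over the libraries. Each of the 12 rows of SI Table S3 has the counts of 1 deposited gene in all 15 libraries. The rows of ribB, pagP, ypeA and csrB were matched by name. In the others the name is misread in the text form of the table, and they were assigned by these equal counts. Most of the 10 genes in SI Table S1 had low counts with control probe 3. Summed over 3 libraries, lacY had 30 counts with probe 1 and 2 with probe 3, a ratio of 16.9 after scaling (95% exact interval from counting error 4.28 to 146). For arrS the counts were 40 and 3, a ratio of 15.0 (4.78 to 75.9), and for pagP 28 and 4, a ratio of 7.88 (2.76 to 30.9). The counts of gtrS, the highest of the list, were 175 and 48, a ratio of 4.10 (2.97 to 5.77). Without pulldown arrS had a mean of 0.339 CPM, against 0.316 with probe 1 and 0.0228 with probe 3. Its ratio thus comes from a low level with probe 3. For lacY, pagP and gtrS the mean CPM was higher with probe 1 than without pulldown. It was 0.249 against 0.147, 0.227 against 0.0717 and 1.42 against 0.695. Of these 10 genes, 6 were called enriched by edgeR, namely lacY, arrS, waaS, rutR, gtrS and waaZ, with log2 fold changes of 3.84, 3.72, 2.68, 2.47, 2.02 and 1.91. With a library left out, the value of lacY ranged from 3.26 (without probe 3 replicate 3) to 6.59 (without probe 3 replicate 2). The adjusted p of pagP, ymfD, yoaC and ypeA was 0.0823, 0.0686, 0.0564 and 0.0702. DESeq2 called the same number, 6. The call of lacY was lost without probe 1 replicate 2 (adjusted p = 0.0552), probe 3 replicate 1 (0.0808) or probe 3 replicate 3 (0.0818). That of rutR was lost without probe 1 replicate 3 (0.0932) and that of waaZ without probe 3 replicate 1 (0.0787), while yoaC passed without probe 3 replicate 2 (0.0468).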

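Over no pulldown, 17 genes were called enriched and 85 depleted with alkyne control probe 3. With desthiobiotin control probe 4, 83 were called enriched and 131 depleted. DESeq2 gave 17 and 81 for probe 3 and 68 and 118 for probe 4. The number enriched with probe 3 was 7 without no-pulldown replicate 1, 10 without probe 3 replicate 1 and 9 without probe 3 replicate 3. The number depleted with probe 3 was 51 without probe 3 replicate 3, 54 without no-pulldown replicate 2 and 56 without probe 3 replicate 1. The number enriched with probe 4 was 53 without probe 4 replicate 3. Scaled by total counts, 49 genes were enriched and 137 depleted with probe 4. In the direct comparison of the control probes, 74 genes were called higher and 65 lower with probe 4 than with probe 3. DESeq2 called 69 higher and 63 lower. The genes enriched with probe 3 at the smallest adjusted p were cyoB (log2 fold change 0.62, adjusted p = 9.0e-06), nuoN (0.61, adjusted p = 8.0e-05) and nuoL (0.52, adjusted p = 1.7e-04). For probe 4 they were gatC (0.83, adjusted p = 1.1e-09), tnaB (0.84, adjusted p = 4.3e-09) and gatB (0.84, adjusted p = 5.8e-09). The depleted genes at the smallest adjusted p were cspE (-1.10), ryfD (-2.64) and gcvB (-1.30) with probe 3, and leuQ (-3.97), leuV (-3.93) and ffs (-3.73) with probe 4. Between the control probes, wbbH (1.91), zinT (1.04) and wbbK (1.75) were highest ranked among the genes higher with probe 4, and leuQ (-3.79), leuV (-3.85) and leuP (-3.81) among those lower. These leu genes encode tRNAs with near-identical copies, so their values are uncertain. Genes of 200 bp or shorter made up 5.35% of the genes tested. They made up 32.9% of the genes depleted with probe 3 (Fisher's exact test across genes, p = 5.9e-16) and 47.3% of those depleted with probe 4 (p = 5.1e-47). Among enriched genes they made up 23.5% of the 17 with probe 3 (Fisher's exact test, p = 0.0109) and 3.61% of the 83 with probe 4 (Fisher's exact test, p = 0.626). Of the 74 genes higher with probe 4 than with probe 3, 13.5% were this short (Fisher's exact test, p = 0.0054). Of the 65 genes lower with probe 4 than with probe 3, 66.2% were this short (Fisher's exact test, p = 8.4e-41). These tests take genes as independent, but the genes share libraries, and 31 of the 131 depleted with probe 4 were tRNA genes. The Fisher p-values therefore do not measure the spread between replicates. The change of ribB was -0.17 (adjusted p = 0.606) with probe 3 and 0.13 (adjusted p = 0.678) with probe 4, and the latter was -0.0065 without probe 4 replicate 3. The probe 3 value was -0.27 without no-pulldown replicate 1 and -0.068 without no-pulldown replicate 3, the extremes with a library left out.

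**Figure D2:**
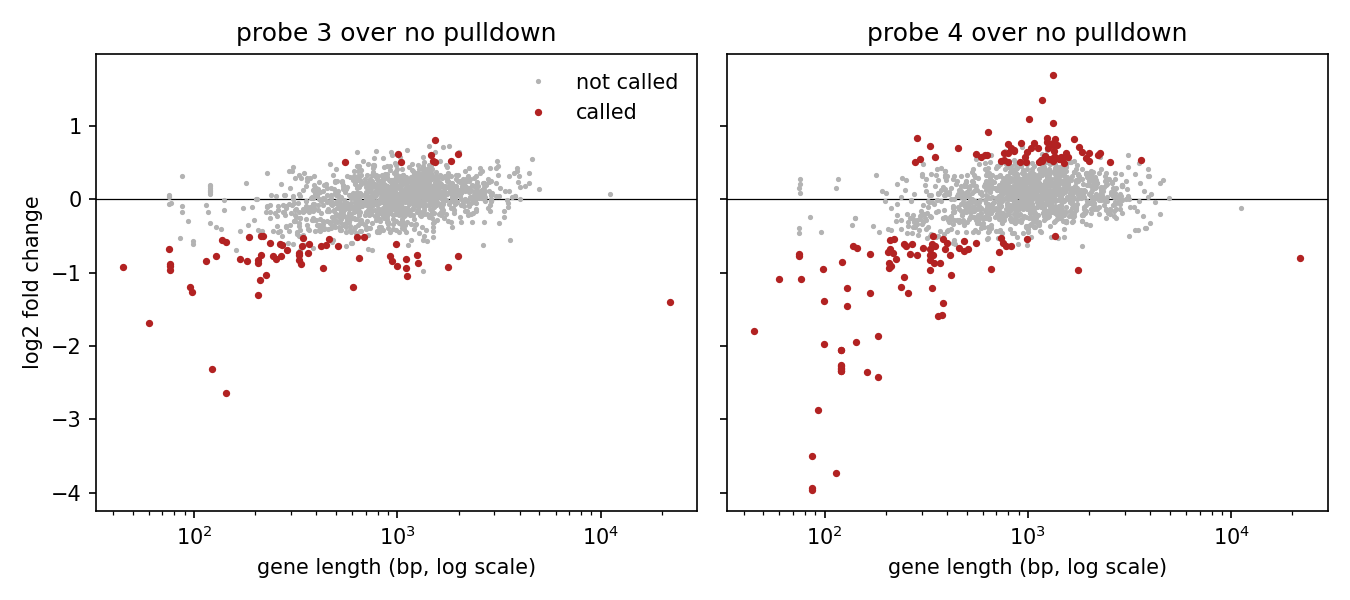
Log2 fold change over no pulldown against gene length in bp (log axis) for control probe 3 (left) and control probe 4 (right). Points are genes with a mean of at least 50 counts, in red where called. The lowest values, -2.64 with probe 3 and -3.97 with probe 4, lie at lengths under 200 bp, and depleted genes also occur at greater lengths.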

We compared control probes 3 and 4 to a no pulldown condition, and as expected desthiobiotin control probe 4 showed a higher number of enriched RNA targets compared to probe 3 (Fig. 5c and d). The sequencing data confirms that the desthiobiotin might be an inefficient enrichment handle for the design of photoaffinity probes. In contrast, the alkyne photoaffinity probe did successfully identify the Ribocil target *ribB*. 

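The ribB counts were also set against the no pulldown libraries, which held 5.68 ± 0.77 CPM (SD, n = 3). With probe 1 the log2 fold change was 0.60 (standard error 0.13, edgeR adjusted p = 0.0015). It was 0.60 with probe 2 as well (standard error 0.13, adjusted p = 0.0028), and without probe 2 replicate 2 this fell to 0.44 (adjusted p = 0.0677). In both cases the 3 pulldown libraries lay above the 3 without pulldown (10% by chance). Averaged over the alkyne and desthiobiotin pairs, the Ribocil probes exceeded their control probes by 0.62 (standard error 0.093, adjusted p = 8.1e-05, rank 6 by p). An exact two-sided permutation of the labels within each pair gave p = 0.010, with 4 of 400 arrangements as large. From its sequencing data the paper proposes that desthiobiotin is an inefficient enrichment handle. It states that the alkyne probe, whose enriched RNAs include ribB, identified the Ribocil target.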

More research is needed to investigate the other enriched RNAs for any Ribocil-specific binding.

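The 60 genes enriched with probe 1 over probe 3 comprised 56 protein-coding genes, 3 noncoding RNAs and 1 gene of another type. Their median log2 fold change in comparisons that share no library with that list was computed across genes. For probe 2 over probe 4 it was -0.10 (SD 0.14 between replicates), with 21 of 60 genes above 0. In 10000 random lists of the same size and matched mean counts, 95% of the medians lay between -0.083 and 0.052. For probe 2 over no pulldown the median was 0.33 (SD 0.15), with 44 of 60 genes above 0, and for probe 4 over no pulldown it was 0.38 (SD 0.070), with 46 of 60 above 0. Both exceeded every random list. Of the 60 genes, 19 were among the 83 called enriched with probe 4 over no pulldown. Among the 74 called higher with probe 4 than with probe 3 were 42 of them, but that comparison shares the probe 3 libraries with the list. An adjacent gene on the chromosome was also enriched for 25 of the 60, against a median of 2 in the random lists.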

**Fig. 5:**
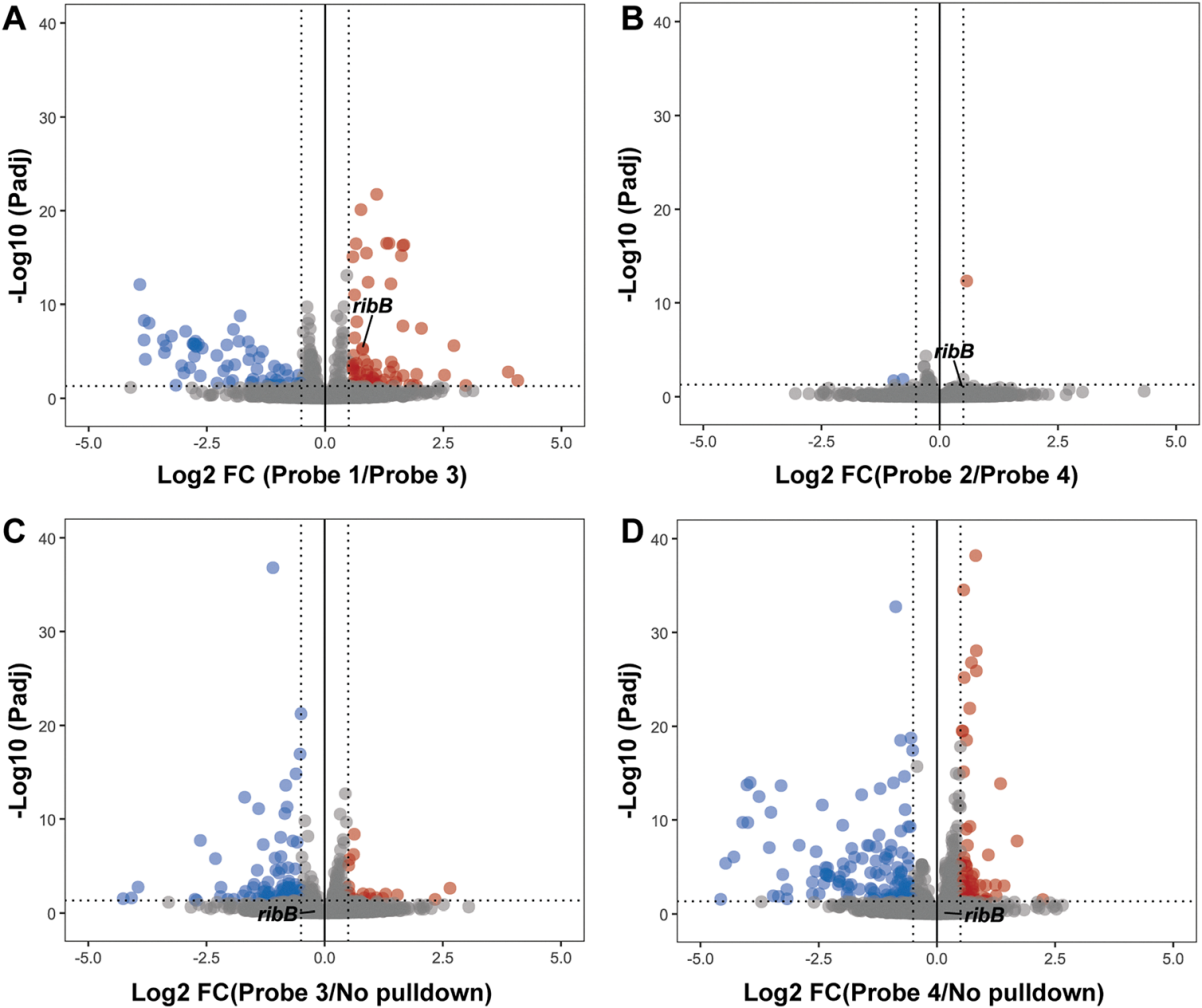
Transcriptome-wide profiling of Ribocil-derived photoaffinity probes. Volcano plots showing DESeq2 results of (A) Ribocil-derived probe 1 compared to control probe 3, (B) Ribocil-derived probe 2 compared to control probe 4, (C) control probe 3 compared to No pulldown, (D) control probe 4 compared to No pulldown. Photoaffinity probes were incubated at a concentration of 100 µM. Significant enriched genes were defined as (*P*adj < 0.05) and (0.5 < log 2 FC > 0.5). All analyses are performed on three independent replicates.

## Conclusions

In this study we were interested in optimizing the chemotranscriptomic profiling workflow by investigating the suitability of directly desthiobiotinylated and alkyne modified photoaffinity probes. We report here the design and validation of two Ribocil-derived photoaffinity probes. Selectivity of the two probes towards its described target, the FMN riboswitch, was determined by IVTT and RT-qPCR. Using RT-qPCR, we observed the desthiobiotin probe 2 to enrich significantly more background RNA. We speculate that the unspecific enrichment of the probe stems from weak and nonspecific binding of the desthiobiotin moiety of the probe to off-target RNAs. The unselective interactions of Ribocil probe 2 within the transcriptome were confirmed with NGS. In contrast, using transcriptome wide sequencing Ribocil probe 1 did successfully enrich its target.

Given the findings in this study, correct design of a photoaffinity probe seems crucial. In our comparative analysis using photoaffinity probes bearing the same RNA targeting moiety, we observed an increase in non-specific enriched RNAs using a directly desthiobiotinylated probe *versus* an alkyne-containing probe. Taken together, in this study we show that the desthiobiotin acts unfavourable as a direct enrichment handle in photoaffinity probes when aiming to study small molecule–RNA interactions. Although, we here only investigated one ligand–RNA interaction, we advise to be cautious when using desthiobiotin in chemotranscriptomic experiments.

## Experimental

### Synthesis of photoaffinity probes

The synthesis of Ribocil-derived and control photoaffinity probes is described in the SI (Schemes S1–S5).

### Bacterial strains and growth conditions

*E. coli* strain K12 MG1655 and TOP10 were cultured Luria-Bertani (LB) media at 37 °C in a shaking incubator. When necessary, the media was supplemented with 100 µg mL^−1^ ampicillin.

### RNA isolation

Bacterial RNA was isolated using the Quick-RNA Miniprep Kit (Zymo). Briefly, overnight bacteria cultures were diluted in LB media and grown until they reached OD_600_ 0.8. Then, the cultures were centrifuged at 8000 rpm for 5 minutes and the pellet was incubated in 100 µL Lysozyme buffer (0.4 mg mL^−1^ in 10 mM Tris–HCl, 10 mM EDTA, pH 8.0) for 20 minutes at room temperature. Cells were lysed using 600 µL RNA Lysis buffer and further purified according to the manufacturer's instructions. RNA was eluted in 50 µL nuclease-free water and concentration and purity of the RNA was determined using the NanoPhotometer N50 (Implen).

### *In vitro* transcription/translation (IVTT) assay

The FMN riboswitch controlled luciferase plasmid was isolated using the QIAprep Spin Miniprep Kit (Qiagen) using manufacturer's instructions.^26^ IVTT assays were performed using the commercially available *E. coli* T7 S30 Extract System for Circular DNA kit (Promega). The standard protocol was adapted to accommodate 11 µL reactions with 1 mM D-luciferin (Abcam Ltd) and 2 nM DNA template. IVTT reaction/DNA mixtures were mixed with 100–200 µM ligand/probe at a total volume of 11 µL, DMSO concentrations were maintained below 5%. Then 10 µL was added to a flat-bottomed white 384-wells plate (PerkinElmer) and incubated at 37 °C. Luminescence was measured every 2 minutes for 2 hours on the BioTek Synergy H1 plate reader (Agilent). Relative luminescence was calculated using the peak height of each curve.

### Photoaffinity labeling followed by streptavidin pulldown

For photoaffinity labeling, 5–10 µg of bacterial RNA was first denatured at 65 °C for 5 minutes, then snap-cooled and kept on ice. RNA was incubated with the respective photoaffinity probes or DMSO in Folding buffer (final conc. 15 mM MgCl_2_, 100 mM KCl, 50 mM HEPES, pH 8.0) at 37 °C for 30 minutes in the dark with gentle agitation. For the competition assays, RNA was first incubated with 100 µL of Ribocil-C for 30 minutes, before the photoaffinity probes were added. Samples were irradiated at 365 nm for 15 minutes using the UV stratalinker 1800 (Stratagene). After purification using ethanol precipitation, probe 1 and probe 3 were functionalized with desthiobiotin azide using a CuAAC click-reaction (final conc. 0.5 mM CuSO_4_, 5.0 mM sodium ascorbate, 2.5 mM Tris-(3-hydroxypropyltriazolylmethyl)amine and 0.1 mM desthiobiotin azide) for 1 hour at 37 °C followed by another ethanol precipitation.

For the streptavidin pulldown, 25 µL magnetic streptavidin beads (New England Biolabs) were aliquoted in a separate eppendorff tube. Purified RNA was denatured and incubated with the magnetic beads in Bead Binding buffer (150 mM NaCl, 10 mM Tris pH 7.5, 0.1% NP-40) for 1 hour rotating end-over-end at room temperature. Then, the beads underwent extensive washing, consisting of taking of the supernatant using a magnetic separator, dissolving the beads in Wash buffer and rotating end-over-end for 5 minutes. Beads were washed twice respectively using Wash buffer 1 (1% SDS), low-salt Wash buffer 2 (50 mM NaCl, 10 mM Tris, 0.1% NP-40) and high-salt Wash buffer 3 (500 mM NaCl, 10 mM Tris, 0.1% NP-40). After washing, beads were dissolved in 25 µL Elution buffer (95% formamide/H_2_O, 10 mM EDTA) and heated at 95 °C for 5 minutes. The supernatant containing the purified RNA was cleaned up using the RNA Clean & Concentrator kit (Zymo) and eluted in 15 µL nuclease-free water.

### Quantitative reverse transcription PCR (RT-qPCR)

To quantify enriched RNAs, we subjected the purified RNA to Luna Universal One-Step RT-qPCR (New England Biolabs) according to the manufacturer's protocol. Signal was measured using the QuantStudio 1 (Thermo Fisher Scientific). Primer sequences are depicted in SI Table S4. First, the 100% Input value was calculated as adjusted Ct (Input) = Ct (1% Input) − log 2(100/1). Then, the percentage of input of each target was calculated using the formula: 100 × 2^(adjusted Ct (Input) − Ct (sample)), as described before.^41^ Relative enrichment was calculated using the formula 2^−(Ct(target gene)-Ct(housekeeping gene))^.

### Dotblot assay

RNA was labeled with the Ribocil-derived or control probes as described above. The alkyne probes were further functionalized with desthiobiotin azide. Equal volume of purified RNA was loaded onto a positively charged nylon membrane (Invitrogen) and crosslinked using the UV stratalinker. Membranes were blocked using 5% BSA (Thermo Fisher Scientific) in TBST (Thermo Fisher Scientific) for 1 hour and incubated with Streptavidin-HRP in TBST (1 : 5000, Thermo Fisher Scientific) for 1 hour at room temperature with gentle shaking. Unbound streptavidin was washed away three times with TBST. Finally, the membrane was incubated in Pierce ECL Western substrate (Thermo Fisher Scientific) for 5 minutes and chemiluminescence was imaged on an iBright imaging system (Thermo Fischer Scientific). To visualize loaded RNA, the ECL substrate was washed away after imaging three times with TBST and the membrane was incubated in Methylene Blue (SERVA).

### RNA sequencing

For chemotranscriptomic profiling, RNA was sent for sequencing at the Sequencing Facility FNWI Science faculty Radboud University Nijmegen. RNA concentration was measured using the QuBit RNA High Sensitivity kit (Invitrogen). Libraries were generated by the sequencing facility using the KAPA RNA EvoPrep Kit (Roche) and sequenced using Illumina NextSeq2000 (2 × 59 bp) with a depth of 20-million reads. Sequencing reads were trimmed using Cutadapt,^42^ before aligning the reads to the *E. coli* K12 MG1655 genome using Bowtie2.^43^ The mapped reads were summarized using FeatureCounts.^44^ Enriched genes were analyzed using DESeq2. Differentially enriched genes were visualized using volcano plots and significant enriched genes were defined as (*P*adj < 0.05) and (0.5 < log 2 FC > 0.5).

## Author contributions

W. A. V. conceptualized the study. G. P. and A. D. synthesized the compounds. D. A. L. H. and G. P. performed experimental work. D. A. L. H. analyzed and visualized the data. D.A.L.H. and W. A. V. wrote the paper with input from all authors.

## Conflicts of interest

There are no conflicts to declare.

## Supplementary Material

CB-007-D6CB00030D-s001

## Data Availability

The supporting data has been provided as part of the supplementary information (SI). Supplementary information: RNA sequencing data for this article is available at the GEO database number related to this publication: GSE318057. See DOI: https://doi.org/10.1039/d6cb00030d.

# Supplementary material for: Comparative analysis of alkyne- and desthiobiotinylated photoaffinity probes for chemotranscriptomic profiling
**Source:** RSC Chem Biol. 2026 Mar 4;7(4):641–8. doi: 10.1039/d6cb00030d
**Supplement:** CB-007-D6CB00030D-s001

## **SUPPORTING INFORMATION**

### **Comparative Analysis of Alkyne- and Desthiobiotinylated Photoaffinity Probes for Chemotranscriptomic Profiling**

Daphne A. L. van den Homberg,<sup>a</sup> Georgia Poulladofonou<sup>a</sup>, Aurelia Dekens<sup>a</sup> and Willem A. Velema<sup>a\*</sup>

## Table of contents

## Supporting Figures

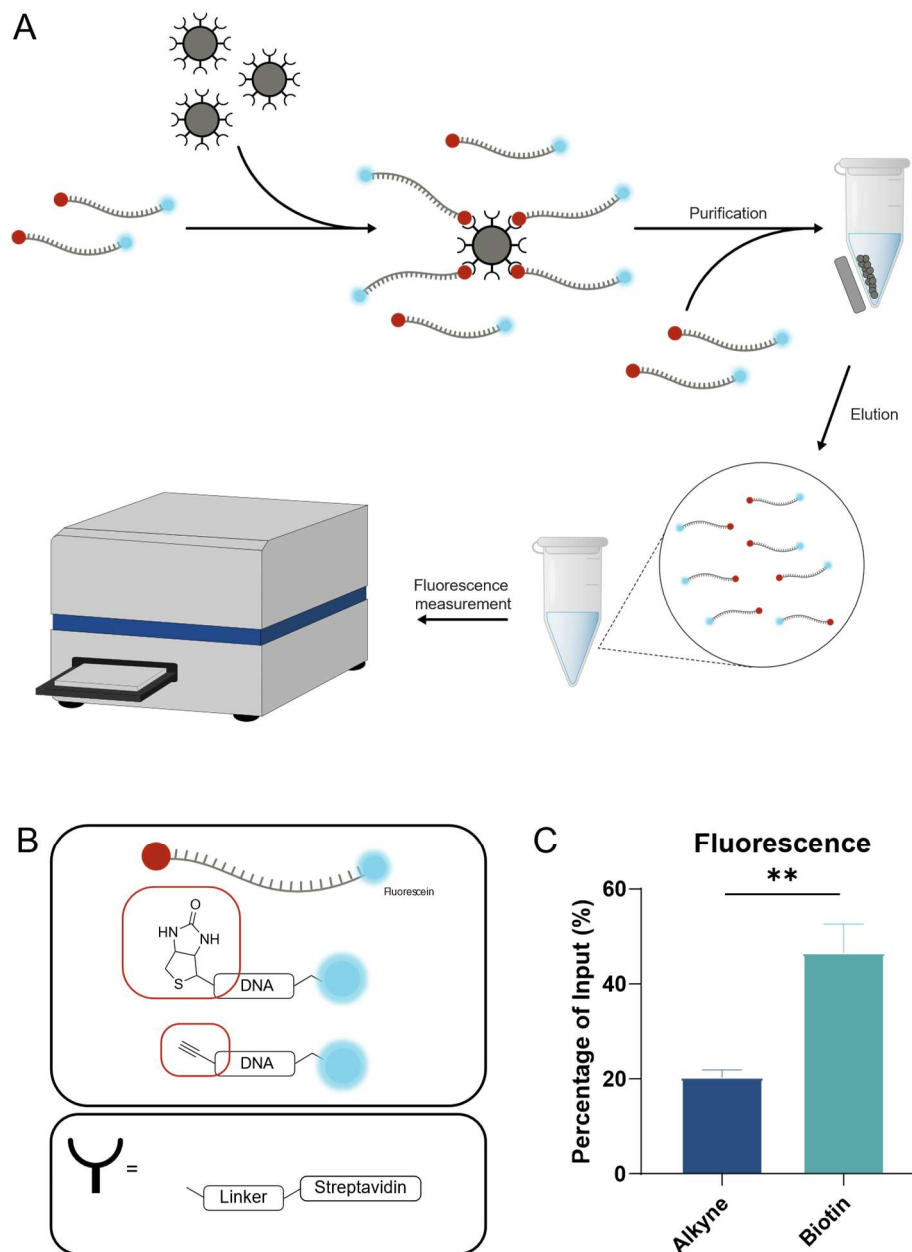

Figure S1 – Proof of concept to compare the biotin or alkyne functional group in a streptavidin pulldown. (a) Schematic visualization of the workflow using biotin- or alkyne- functionalized fluorescent DNA oligos to compare pulldown efficiencies. Alkyne containing oligos required an additional CuAAC functionalization step. Streptavidin pulldown and elution were performed as described in ‘Photoaffinity labeling followed by Streptavidin pulldown’. Fluorescence of the supernatant was measured using BioTek Synergy H1 plate reader (Agilent). (b) Schematic structures of biotin and alkyne oligos, sequences can be found in supporting table 4. (c) Fluorescent signal of supernatant of enriched biotin (Biotin) or biotin-functionalized alkyne (Alkyne) DNA oligos (mean  $\pm$  SD, n=3).

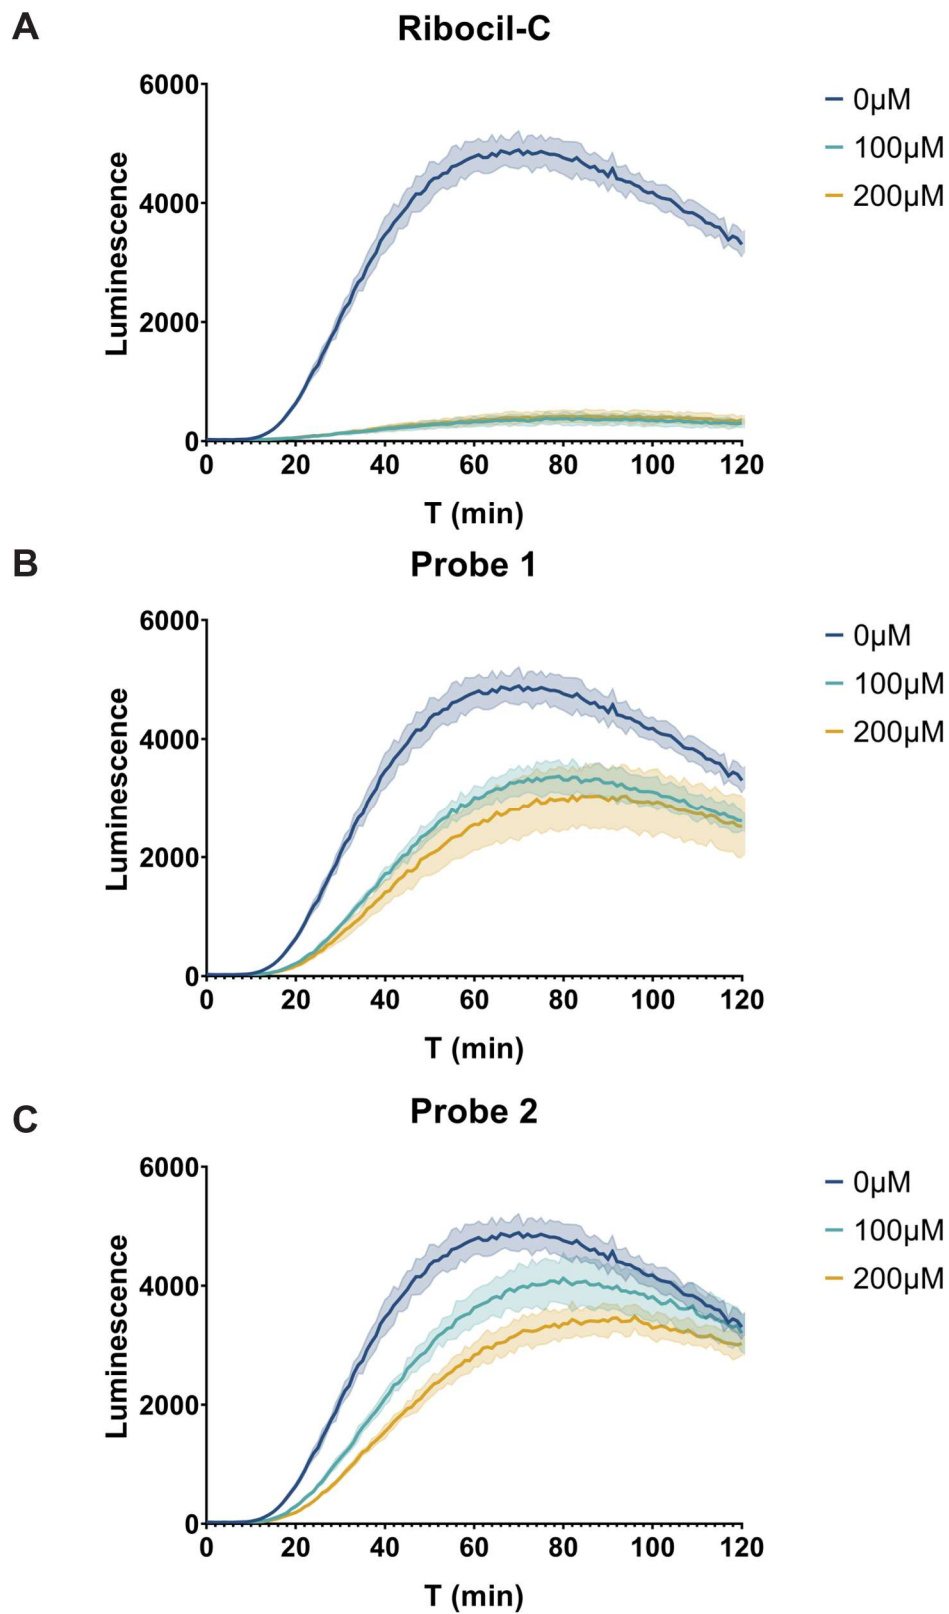

Figure S2 – Raw luminescent signal of the FMN riboswitch regulated luciferase construct inhibited by (a) Ribocil-C, (b) probe 1 or (c) probe 2 at concentrations of 100-200  $\mu\text{M}$  (mean  $\pm$  SD, n=3)

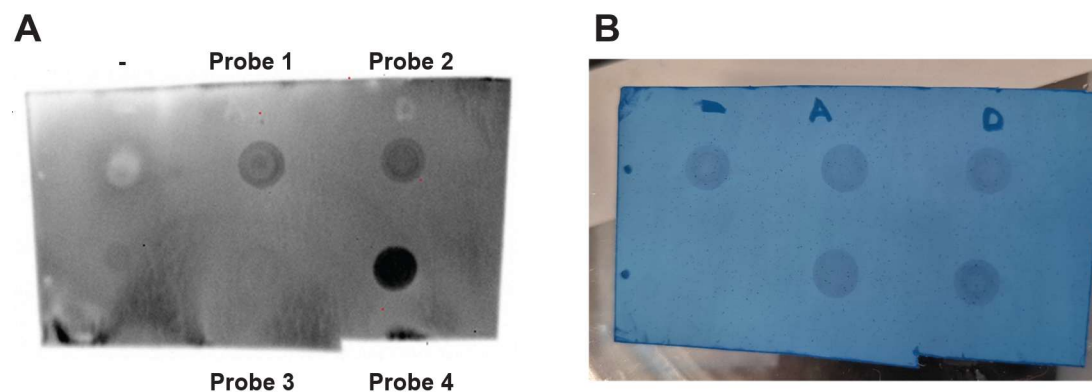

Figure S3 - (a) Dotblot membrane showing chemiluminescence, (b) Dotblot membrane showing loaded RNA stained with Methylene Blue.

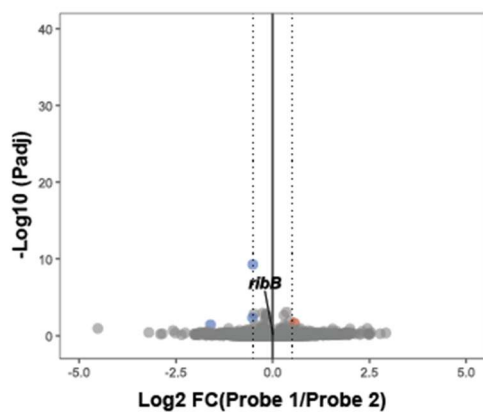

Figure S4 - Transcriptome-wide profiling of Ribocil-derived photoaffinity probes. Volcano plots showing DESeq2 results of Ribocil-derived probe 1 compared to Ribocil-derived probe 2 compared to No pulldown. Significant enriched genes were defined as ( $P_{adj} < 0.05$ ) and ( $0.5 < \log_2 FC > 0.5$ ).

## Supporting Tables

Supporting Table S1: Top 10 enriched genes of Ribocil-derived alkyne probe 1

Supporting Table S2: Top 10 enriched genes of Ribocil-derived desthiobiotin probe 2

Supporting Table S3: Raw and FPKM sequencing counts of *ribB* and the top 10 enriched genes of of Ribocil-derived desthiobiotin probe **1** and **2**

Supporting Table S4: Sequences of DNA primers used for RT-qPCR

Supporting Table S5: DNA oligonucleotides used for the proof of principle (Suppl. Fig. 1)

## General Synthesis

Temperatures are given in degrees Celsius (°C). Unless stated otherwise, reactions were carried out at room temperature (18-25 °C). Progress of reactions were determined using thin-layer chromatography (TLC) silica gel-coated plates (Merck 60 F254) using the described eluent. Column chromatography was performed with VWR chemicals silica gel (0.040-0.063 mm, pore size 60 Å). The separation was visualized with UV light and/or by potassium permanganate or ninhydrin staining. Chiral separation was achieved using a chiral column purchased by Daicel™ (CHIRALFLASH (TM) IA 100 x 30 mm 20 µm Preparative Column). Mass spectra (MS ESI) were recorded on a Single-Quad Thermo ISQ mass spectrometer. NMR spectra were recorded in the indicated solvent at 25 °C on a JEOL 500 MHz spectrometer equipped with a Royal HFX probe. Chemical shifts are displayed in parts per million (ppm) with respect to TMS ( $\delta$  = 0.00 ppm),  $\text{CDCl}_3$  ( $\delta$  = 7.26 ppm) or other indicated deuterated solvent as internal reference for  $^1\text{H}$  NMR; and  $\text{CDCl}_3$  ( $\delta$  = 77.16 ppm) or other indicated deuterated solvent as internal reference for  $^{13}\text{C}$  NMR. Coupling constants are reported in hertz (Hz) as  $J$  values. The multiplicity is described by the number of coupling constants, the number of peaks, and the pattern in the signal (s=singlet, d=doublet, t=triplet, q=quartet, dd= doublet of doublets, dt=doublet of triplets, ddd=doublet of doublet of doublets, m=multiplet, br=broad). The peak assignments in  $^1\text{H}$  and  $^{13}\text{C}$  spectra are based on 2D COSY, HSQC and HMBC spectra. Each stated  $^1\text{H}$  NMR,  $^{13}\text{C}$  NMR and mass spectra result is depicted at the end of the document.

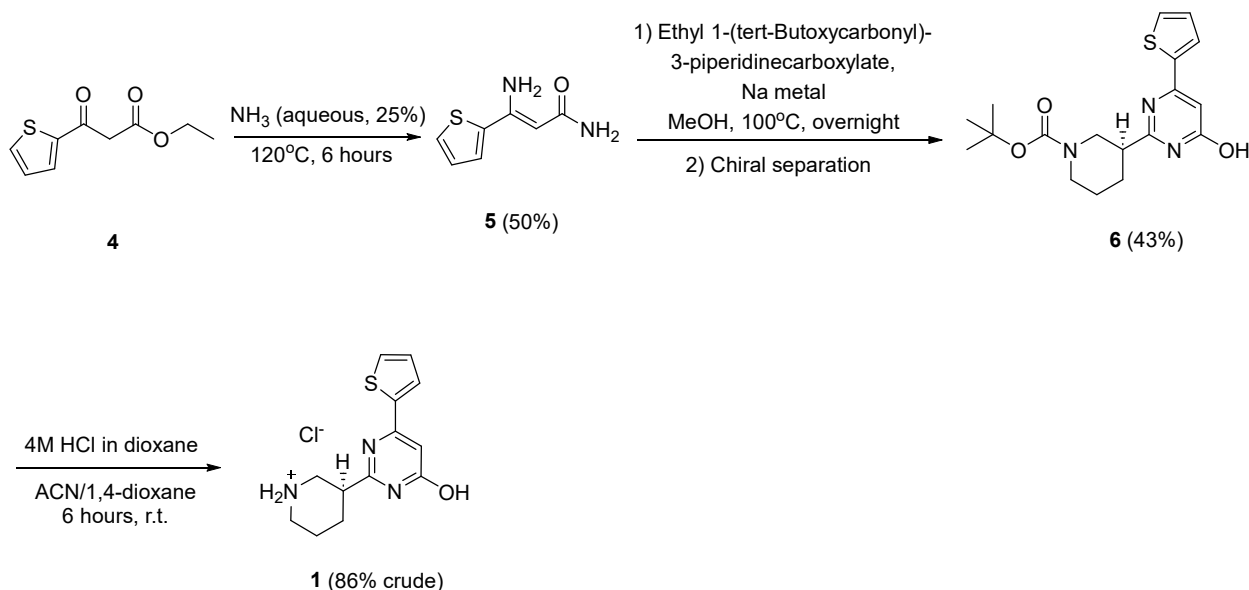

**Scheme S1:** Synthesis of compound **1**.

(Z)-3-amino-3-(thiophen-2-yl)acrylamide (**5**)

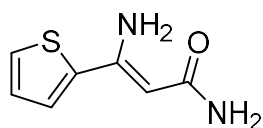

Compound **5** was synthesized according to a literature protocol.<sup>1</sup> In brief, ethyl 3-Oxo-3-(2-thienyl)propionate, **4** (4.6 g, 22.7 mmol, 1.0 eq.) was added to a high pressure tube and was dissolved in 25% NH<sub>4</sub>OH (32 mL). The reaction was stirred at 120°C for 6 hours. It was then cooled to room temperature, and the solid precipitate was collected, washed with H<sub>2</sub>O and dried under reduced pressure to give **5** as off-white solid (1948 mg, 51% crude yield). The product was used for the next step without any further purification.

<sup>1</sup>H NMR (500 MHz, DMSO-*D*<sub>6</sub>) δ 7.54 (dd, *J* = 5.0, 1.2 Hz, 1H), 7.45 (dd, *J* = 3.7, 1.2 Hz, 1H), 7.08 (dd, *J* = 5.0, 3.7 Hz, 1H), 6.92 – 6.68 (br. s, 2H), 6.29 – 6.04 (br. s, 2H), 4.92 (s, 1H).

*tert*-butyl (S)-3-(4-hydroxy-6-(thiophen-2-yl)pyrimidin-2-yl)piperidine-1-carboxylate (**6**)

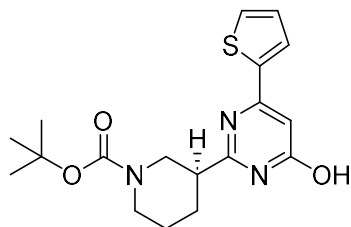

Compound **6** was synthesized according to a literature protocol.<sup>1</sup> In brief, Na metal (1449 mg, 63.3 mmol, 15 eq.) was added to a high pressure tube and dissolved in MeOH (20 mL). Once Na metal was fully dissolved, **5** (700 mg, 4.16 mmol, 1.0 eq.) was added to the solution along with ethyl 1-(*tert*-butoxycarbonyl)-3-piperidinecarboxylate (2162 mg, 8.40 mmol, 2.0 eq.). The reaction was heated to 100°C and stirred overnight. The solvent was then removed under reduced pressure, and the brown crystals were re-dissolved in H<sub>2</sub>O (30 mL). The solution was neutralized to pH = 4 using HCl aqueous solution and extracted with ethyl acetate (3x). The combined organic layers were washed with brine and dried over MgSO<sub>4</sub>. The crude was purified with column chromatography on silica gel (ethyl acetate : pentane, 1:1 to 4:1). The product was obtained as racemic mixture which was further separated with chiral separation (70% heptane : 30% isopropanol : 1% diethylamine) to give **6** as white solid (660 mg, 43% yield).

<sup>1</sup>H NMR (500 MHz, CDCl<sub>3</sub>) δ 7.67 (dd, *J* = 3.7, 1.2 Hz, 1H), 7.52 – 7.47 (m, 1H), 7.12 (dd, *J* = 5.0, 3.7 Hz, 1H), 6.62 (s, 1H), 4.36 – 4.15 (m, 1H), 4.07 – 3.98 (m, 1H), 3.30 (d, *J* = 18.0 Hz, 1H), 2.92 (s, 1H), 2.80 (tt, *J* = 10.4, 3.9 Hz, 1H), 2.15 (dd, *J* = 12.4, 4.5 Hz, 1H), 1.94 – 1.79 (m, 2H), 1.69 – 1.57 (m, 1H), 1.45 (s, 9H).

MS (ESI) (*m/z*) calculated for [M+H]<sup>+</sup>:362.46, found 362.29

(S)-3-(4-hydroxy-6-(thiophen-2-yl)pyrimidin-2-yl)piperidin-1-ium (**1**)

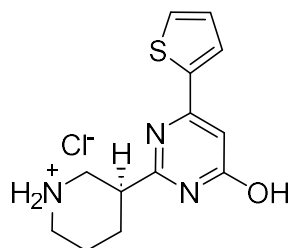

Compound **1** was synthesized according to a literature protocol.<sup>1</sup> In brief, **6** (296 mg, 0.819 mmol, 1.0 eq.) was dissolved in ACN/dioxane, 1:4 mixture (3.3 mL). 4M HCl in dioxane (2 mL) was added and the reaction was stirred at room temperature for 4 hours. It was then concentrated under reduced pressure to give **1** as light brown solid (254 mg, 86% crude yield). The product was used for the next steps without any further purification.

**<sup>1</sup>H NMR** (500 MHz, DMSO-*D*<sub>6</sub>) δ 12.49 (s, 1H), 8.97 (s, 1H), 8.88 (d, *J* = 10.9 Hz, 1H), 7.84 (dd, *J* = 3.8, 1.2 Hz, 1H), 7.74 (dd, *J* = 5.0, 1.1 Hz, 1H), 7.16 (dd, *J* = 5.0, 3.8 Hz, 1H), 6.69 (s, 1H), 3.44 (dd, *J* = 12.9, 3.5 Hz, 1H), 3.24 – 3.10 (m, 2H), 3.03 (tt, *J* = 11.2, 3.7 Hz, 1H), 2.87 (dtdd, *J* = 13.4, 10.3, 6.7, 2.7 Hz, 1H), 2.08 (dd, *J* = 12.9, 3.8 Hz, 1H), 1.84 (dt, *J* = 14.0, 3.7 Hz, 1H), 1.77 – 1.51 (m, 2H).

**MS** (ESI) (*m/z*) calculated for [M+H]<sup>+</sup>: 262.35, found 262.20

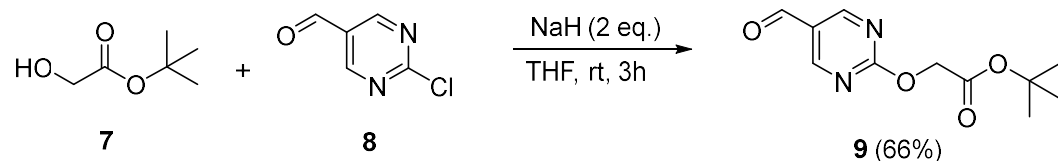

**Scheme S2:** Synthesis of compound **9**.

*tert*-butyl 2-((5-formylpyrimidin-2-yl)oxy)acetate (**9**)

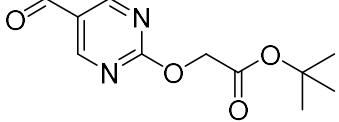
*Tert*-butyl-2-hydroxy acetate, **7** (2032 mg, 15.4 mmol, 2.0 eq.) was added to a two-necked round-bottomed flask under inert atmosphere. It was dissolved in dry THF (10 mL), cooled with an ice bath, and then sodium hydride (365.4 mg, 15.2 mmol, 2.0 eq.) was added, followed by 2-chloropyrimidine-5- carbaldehyde, **8** (1112 mg, 7.8 mmol, 1.0 eq.). The reaction was stirred at room temperature for 3 hours and then diluted with water. THF was removed under vacuum, and the aqueous phase was extracted with EtOAc (4x). The combined organic layers were washed with brine, dried over MgSO<sub>4</sub> and purified by column chromatography (ethyl acetate : pentane, 1 : 2) to give **9** as colorless oil (1195 mg, 66% yield).

<sup>1</sup>H NMR (500 MHz, DMSO-*D*<sub>6</sub>) δ 9.97 (s, 1H), 9.05 (s, 2H), 4.91 (s, 2H), 1.36 (s, 9H).

<sup>13</sup>C NMR (126 MHz, DMSO- *D*<sub>6</sub>) δ 190.16, 167.47, 166.54, 162.11, 125.46, 82.23, 64.97, 28.16.

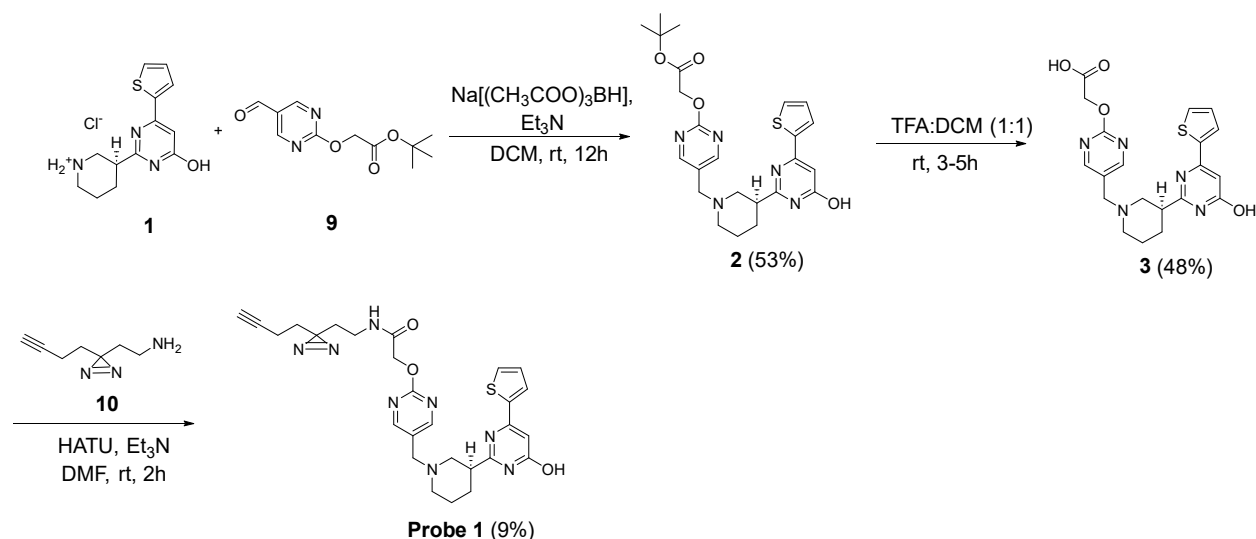

**Scheme S3:** Synthesis of **Probe 1** starting from compound **1**.

*tert*-butyl (S)-2-((5-((3-(4-hydroxy-6-(thiophen-2-yl)pyrimidin-2-yl)piperidin-1-yl)methyl)pyrimidin-2-yl)oxy)acetate (**2**)

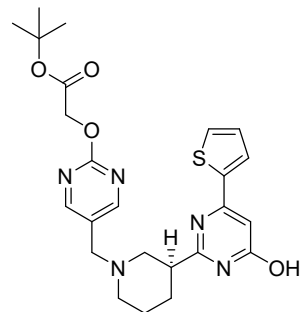

In a dried three-necked round-bottomed flask, flushed with Ar, were added activated molecular sieves and dry DCM. Then, **1** (101 mg, 0.34 mmol, 1.0 eq.), triethylamine (0.1 mL, 0.72 mmol, 2.1 eq.), **9** (81 mg, 0.34 mmol, 1.0 eq.) and sodium triacetoxyborohydride (297 mg, 1.4 mmol, 4.1 eq.) were added and the resulting light-yellow suspension was stirred at room temperature overnight. The reaction was then quenched with saturated NaHCO<sub>3</sub> aqueous solution and extracted with DCM (3x). The combined organic layers were washed with brine, dried over MgSO<sub>4</sub> and purified by column chromatography (DCM : MeOH, 95 : 5) to give **2** as yellow solid (83 mg, 53% yield).

<sup>1</sup>H NMR (500 MHz, DMSO-*D*<sub>6</sub>) δ 12.27 (s, 1H), 8.47 (s, 2H), 7.79 (dd, *J* = 3.7, 1.2 Hz, 1H), 7.70 (dd, *J* = 5.0, 1.1 Hz, 1H), 7.13 (dd, *J* = 5.0, 3.7 Hz, 1H), 6.60 (s, 1H), 4.76 (d, *J* = 1.2 Hz, 2H), 4.42 (d, *J* = 5.3 Hz, 1H), 3.52 (d, *J* = 13.6 Hz, 1H), 3.43 (d, *J* = 13.6 Hz, 1H), 2.92 – 2.85 (m, 1H), 2.73 (ddt, *J* = 10.5, 7.7, 4.1 Hz, 2H), 2.19 (t, *J* = 10.6 Hz, 1H), 2.04 – 1.93 (m, 1H), 1.87 (d, *J* = 10.2 Hz, 1H), 1.71 – 1.65 (m, 1H), 1.50 (q, *J* = 11.9, 11.4 Hz, 1H), 1.31 (s, 9H).

<sup>13</sup>C NMR (126 MHz, DMSO- *D*<sub>6</sub>) δ 168.04, 163.99, 160.21, 158.79, 156.83, 143.89, 130.98, 129.83, 129.21, 127.77, 125.68, 104.75, 81.00, 65.04, 59.02, 56.81, 53.18, 41.34, 29.09, 28.14, 24.09.

MS (ESI) (*m/z*) calculated for [M+H]<sup>+</sup>: 483.59, found: 483.83.

(S)-2-((5-((3-(4-hydroxy-6-(thiophen-2-yl)pyrimidin-2-yl)piperidin-1-yl)methyl)pyrimidin-2-yl)oxy)acetic acid (**3**)

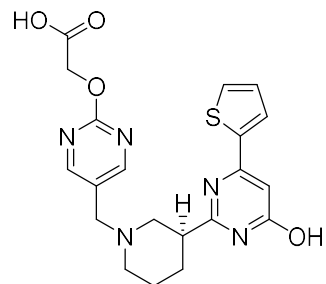

**2** (251 mg, 0.52 mmol, 1.0 eq.), trifluoroacetic acid (4 mL, 52.3 mmol, 101 eq.) and DCM (4 mL) were added to a round-bottomed flask and the reaction was stirred at room temperature for 5 hours. It was then concentrated under vacuum and purified using reverse phase column chromatography (H<sub>2</sub>O with 5% to 100% ACN, 0.1% TFA) to give **3** as white solid (137 mg, 48% yield).

<sup>1</sup>H NMR (500 MHz, DMSO- *D*<sub>6</sub>) δ 12.54 (bs, 2H), 10.16 (bs, 2H), 8.75 (s, 2H), 7.89 (s, 1H), 7.81 (d, *J* = 4.9 Hz, 1H), 7.21 (dd, *J* = 5.0, 3.7 Hz, 1H), 6.73 (s, 1H), 4.91 (s, 3H), 4.49 – 4.37 (m, 3H), 3.97 (s, 1H), 3.68 (s, 1H), 3.48 (d, *J* = 9.6 Hz, 1H), 3.24 (d, *J* = 10.5 Hz, 1H), 3.03 (d, *J* = 11.3 Hz, 1H), 2.13 (d, *J* = 10.2 Hz, 1H), 1.99 (d, *J* = 12.5 Hz, 1H), 1.76 (d, *J* = 12.4 Hz, 1H), 1.60 (d, *J* = 11.3 Hz, 1H).

<sup>13</sup>C NMR (126 MHz, DMSO- *D*<sub>6</sub>) δ 170.01, 169.19, 165.01, 162.77, 158.98, 158.85, 158.71, 141.84, 131.20, 129.33, 128.17, 118.42, 64.05, 63.66, 54.47, 51.85, 27.56, 22.67.

MS (ESI) (*m/z*) calculated for [M+H]<sup>+</sup>: 428.13, found: 428.06.

(S)-*N*-(2-(3-(but-3-yn-1-yl)-3*H*-diazirin-3-yl)ethyl)-2-((5-((3-(4-hydroxy-6-(thiophen-2-yl)pyrimidin-2-yl)piperidin-1-yl)methyl)pyrimidin-2-yl)oxy)acetamide (**Probe 1**)

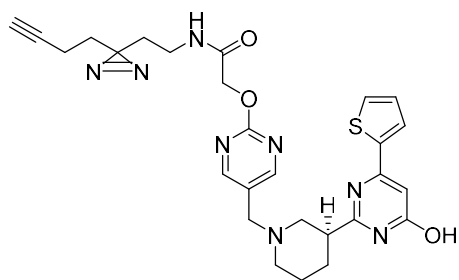

**3** (59 mg, 0.11 mmol, 1.0 eq.), HATU (66 mg, 0.17 mmol, 1.5 eq.) and dry DMF (1 mL) were added to a vial stirred for 10 minutes. Then, triethylamine (0.03 mL, 0.22 mmol, 2.0 eq.) and 2-(3-(but-3-yn-1-yl)-3H-diazirin-3-yl)ethan-1-amine, **10** (15 mg, 0.11 mmol, 1.0 eq.) were added and the reaction was stirred at room temperature for 2 hours. It was then diluted with EtOAc (10 mL) and washed with saturated NaHCO<sub>3</sub> aqueous solution (3x 5 mL) and brine (3x 5 mL). The organic layer was then dried over

MgSO<sub>4</sub> and purified by column chromatography (DCM : MeOH, 97 : 3) to give **Probe 1** as dark brown solid (7 mg, 9% yield).

**<sup>1</sup>H NMR** (500 MHz, CDCl<sub>3</sub>)  $\delta$  12.31 (s, 1H), 8.56 (s, 2H), 7.63 (dd,  $J$  = 3.7, 1.1 Hz, 1H), 7.47 (dd,  $J$  = 5.0, 1.1 Hz, 1H), 7.11 (dd,  $J$  = 5.0, 3.7 Hz, 1H), 6.73 (q,  $J$  = 9.0, 7.4 Hz, 1H), 6.58 (s, 1H), 4.85 (s, 2H), 3.55 (d,  $J$  = 2.3 Hz, 2H), 3.19 (q,  $J$  = 6.7 Hz, 2H), 3.02 (q,  $J$  = 4.7 Hz, 1H), 2.89 (s, 1H), 2.72 – 2.66 (m, 2H), 2.40 (s, 1H), 2.03 (t,  $J$  = 2.7 Hz, 1H), 1.96 (td,  $J$  = 7.3, 2.7 Hz, 2H), 1.76 (qd,  $J$  = 9.4, 4.3 Hz, 1H), 1.67 (t,  $J$  = 7.0 Hz, 2H), 1.61 (t,  $J$  = 7.3 Hz, 2H), 1.24 (s, 2H), 0.83 (s, 1H).

**<sup>13</sup>C NMR** (126 MHz, CDCl<sub>3</sub>)  $\delta$  168.01, 163.64, 160.37, 157.47, 141.89, 129.98, 128.52, 127.26, 124.85, 105.14, 100.32, 83.01, 69.61, 66.19, 64.36, 57.20, 55.25, 53.35, 38.75, 34.14, 32.66, 32.01, 28.29, 26.76, 13.74, 13.29.

**MS** (ESI) (m/z) calculated for [M+H]<sup>+</sup>: 547.22, found: 546.94.

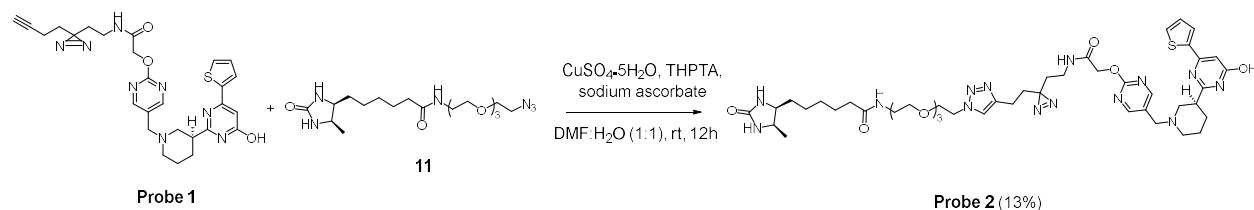

**Scheme S4:** Synthesis of compound **Probe 2** starting from **Probe 1**.

*N*-(2-(2-(2-(2-(1-(2-(3-(2-(2-((5-(((S)-3-(4-hydroxy-6-(thiophen-2-yl)pyrimidin-2-yl)piperidin-1-yl)methyl)pyrimidin-2-yl)oxy)acetamido)ethyl)-3H-diazirin-3-yl)ethyl)-1H-1,2,3-triazol-4-yl)ethoxy)ethoxy)ethoxy)ethyl)-6-((4S,5R)-5-methyl-2-oxoimidazolidin-4-yl)hexanamide (**Probe 2**)

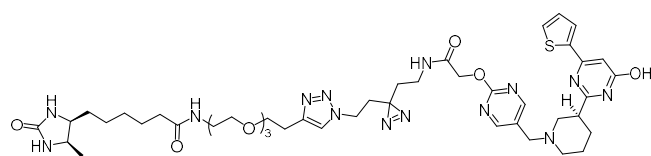

**Probe 1** (8 mg, 0.015 mmol, 1.0 eq.), desthiobiotin-PEG3-Azide, **11** (15 mg, 0.036 mmol, 2.4 eq.), copper(II) sulfate pentahydrate (2.3 mg, 0.009 mmol, 0.6 eq.), sodium ascorbate (3.7 mg, 0.019 mmol, 1.2 eq.), and THPTA (1.8

mg, 0.004 mmol, 0.3 eq.) were added to a vial and suspended in DMF:H<sub>2</sub>O, 1:1 mixture (0.13 mL). The reaction was stirred at room temperature overnight. It was then diluted with H<sub>2</sub>O and purified by reverse phase column chromatography (H<sub>2</sub>O with 5% to 100% ACN, 0.1% TFA) to give **Probe 2** as colorless oil (2 mg, 13% yield).

**<sup>1</sup>H NMR** (500 MHz, DMSO- *D*<sub>6</sub>) δ 12.49 (s, 1H), 9.76 (s, 1H), 8.69 (s, 1H), 8.09 (t, *J* = 5.8 Hz, 1H), 7.85 (s, 1H), 7.77 (d, *J* = 8.3 Hz, 3H), 7.17 (t, *J* = 4.6 Hz, 1H), 6.69 (s, 1H), 6.26 (s, 1H), 6.08 (s, 1H), 4.76 (s, 1H), 4.45 – 4.40 (m, 2H), 4.38 (d, *J* = 8.7 Hz, 1H), 3.74 (d, *J* = 5.2 Hz, 1H), 3.59 – 3.54 (m, 3H), 3.34 (t, *J* = 6.5 Hz, 2H), 3.13 (t, *J* = 5.6 Hz, 2H), 2.95 (dd, *J* = 13.8, 7.2 Hz, 3H), 2.36 (q, *J* = 8.3 Hz, 1H), 2.12 – 1.93 (m, 4H), 1.73 (d, *J* = 15.5 Hz, 1H), 1.68 (d, *J* = 7.9 Hz, 1H), 1.58 – 1.49 (m, 1H), 1.44 (dq, *J* = 21.8, 7.3 Hz, 3H), 1.29 (d, *J* = 10.5 Hz, 3H), 1.25 (s, 1H), 1.19 (dt, *J* = 13.4, 6.4 Hz, 2H), 1.13 (dd, *J* = 11.1, 5.9 Hz, 1H), 0.91 (d, *J* = 6.5 Hz, 3H).

**<sup>13</sup>C NMR** (126 MHz, DMSO- *D*<sub>6</sub>) δ 172.73, 167.46, 165.08, 163.33, 162.71, 159.63, 156.90, 153.13, 145.68, 131.21, 129.36, 128.19, 123.36, 70.22, 70.15, 70.08, 69.68, 69.31, 65.87, 55.50, 50.75, 49.80, 38.96, 35.76, 34.07, 32.63, 32.22, 30.04, 29.22, 26.10, 25.68, 20.67, 16.42.

**MS** (ESI) (*m/z*) calculated for [M+H]<sup>+</sup>: 961.48, found: 961.29.

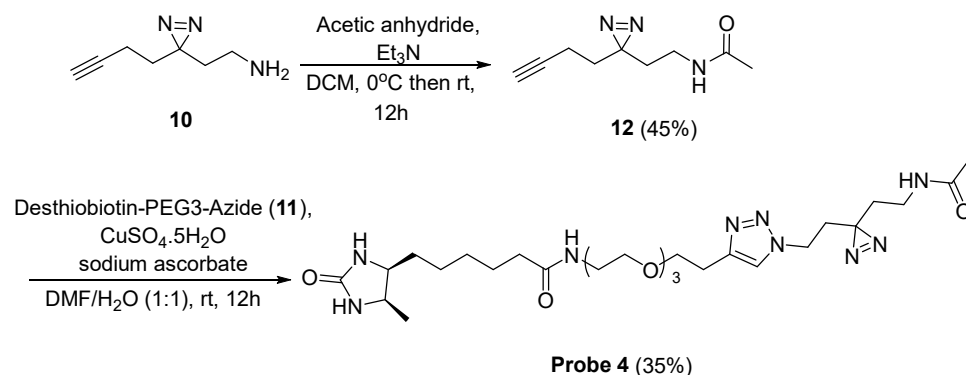

**Scheme S5: Synthesis of Probe 4.**

#### *N*-(2-(3-(but-3-yn-1-yl)-3*H*-diazirin-3-yl)ethyl)acetamide (**12**)

In a dried vial, flushed with Ar, was added 2-(3-(But-3-yn-1-yl)-3*H*-diazirin-3-yl)ethan-1-amine, **10** (39 mg, 0.262 mmol, 1.0 eq.) and dissolved in dry DCM (0.5 mL). Triethylamine (0.11 mL, 0.786 mmol, 3.0 eq.) was added and the mixture was cooled on ice before acetic anhydride (0.03 mL, 0.288 mmol, 1.1 eq.) was added dropwise. The reaction was stirred on ice, under Ar, for 10 minutes and then stirred at room temperature in the dark, overnight. It was then washed with saturated NaHCO<sub>3</sub> aqueous solution and brine, and dried over MgSO<sub>4</sub>. It was purified by column chromatography (EA/pent, 2:1) to give **12** as yellow oil (21 mg, 45% yield).

**<sup>1</sup>H NMR** (500 MHz, CDCl<sub>3</sub>) δ 5.90 (s, 2H), 3.03 (q, *J* = 6.5 Hz, 2H), 1.96 (d, *J* = 5.6 Hz, 1H), 1.92 (s, 3H), 1.68 – 1.55 (m, 6H).

**<sup>13</sup>C NMR** (126 MHz, CDCl<sub>3</sub>) δ 170.26, 82.72, 69.41, 60.41, 34.38, 32.54, 32.21, 23.23, 13.25.

*N*-(2-(2-(2-(2-(1-(2-(3-(2-acetamidoethyl)-3*H*-diazirin-3-yl)ethyl)-1*H*-1,2,3-triazol-4-yl)ethoxy)ethoxy)ethoxy)ethyl)-6-((4*S*,5*R*)-5-methyl-2-oxoimidazolidin-4-yl)hexanamide (**Probe 4**)

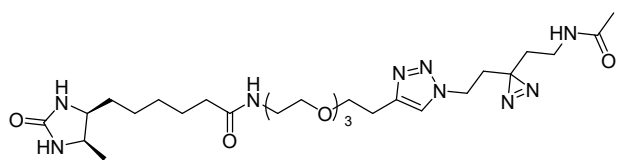

Desthiobiotin-PEG3-Azide, **11** (14 mg, 0.0332 mmol, 1.0 eq.), **12** (21 mg, 0.117 mmol, 3.5 eq.), CuSO<sub>4</sub>·5H<sub>2</sub>O (0.8 mg, 0.00332 mmol, 0.1 eq.), and sodium ascorbate (1.4 mg, 0.00664 mmol, 0.2 eq.) were added in a small vial and suspended in

DMF/H<sub>2</sub>O, 1:1 mixture (0.17 mL). The reaction was stirred at room temperature overnight. It was then diluted with H<sub>2</sub>O and purified with reverse phase column chromatography (H<sub>2</sub>O with 5% to 100% ACN, 0.1 % TFA) to give **Probe 4** as a yellow oil (6.83 mg, 35% yield).

**<sup>1</sup>H NMR** (500 MHz, CDCl<sub>3</sub>) δ 7.54 (d, *J* = 12.0 Hz, 1H), 7.00 (t, *J* = 52.8 Hz, 3H), 6.52 – 6.47 (m, 1H), 4.55 – 4.49 (m, 1H), 3.99 – 3.84 (m, 1H), 3.81 (s, 2H), 3.68 – 3.51 (m, 6H), 3.44 (q, *J* = 9.3, 5.1 Hz, 1H), 3.14 – 3.03 (m, 1H), 2.50 (t, *J* = 7.3 Hz, 1H), 2.27 – 2.16 (m, 2H), 2.04 (d, *J* = 5.8 Hz, 2H), 1.88 (d, *J* = 7.2 Hz, 1H), 1.63 (dq, *J* = 12.8, 6.6, 6.1 Hz, 2H), 1.49 (qt, *J* = 12.7, 6.5 Hz, 1H), 1.43 – 1.24 (m, 5H), 1.15 (d, *J* = 6.5 Hz, 1H).

**<sup>13</sup>C NMR** (126 MHz, CDCl<sub>3</sub>) δ 173.81, 171.50, 164.49, 145.82, 122.77, 70.58, 70.48, 70.43, 70.17, 69.90, 69.46, 56.49, 51.99, 50.53, 39.36, 36.00, 34.43, 32.48, 32.10, 29.29, 28.73, 26.90, 25.90, 25.30, 22.92, 19.61, 15.59.

**MS** (ESI) (*m/z*) calculated for [M+H]<sup>+</sup>: 594.73, found: 594.22.

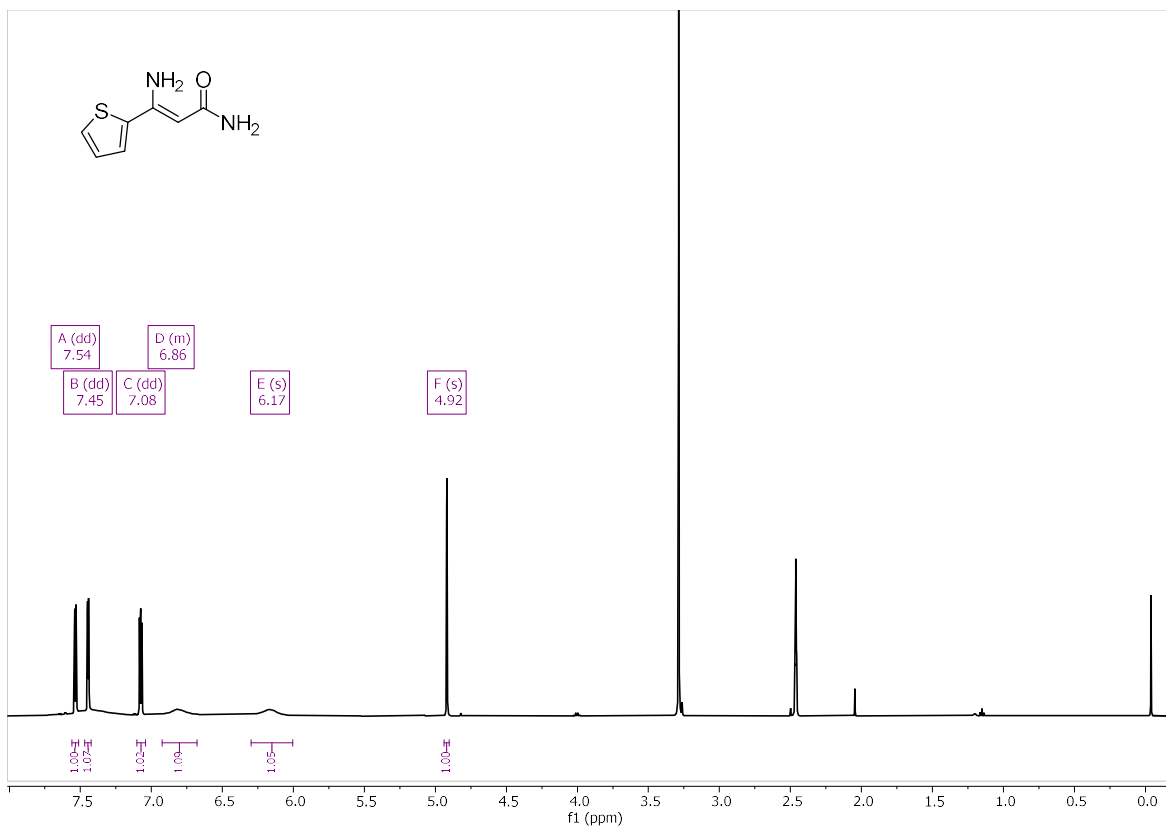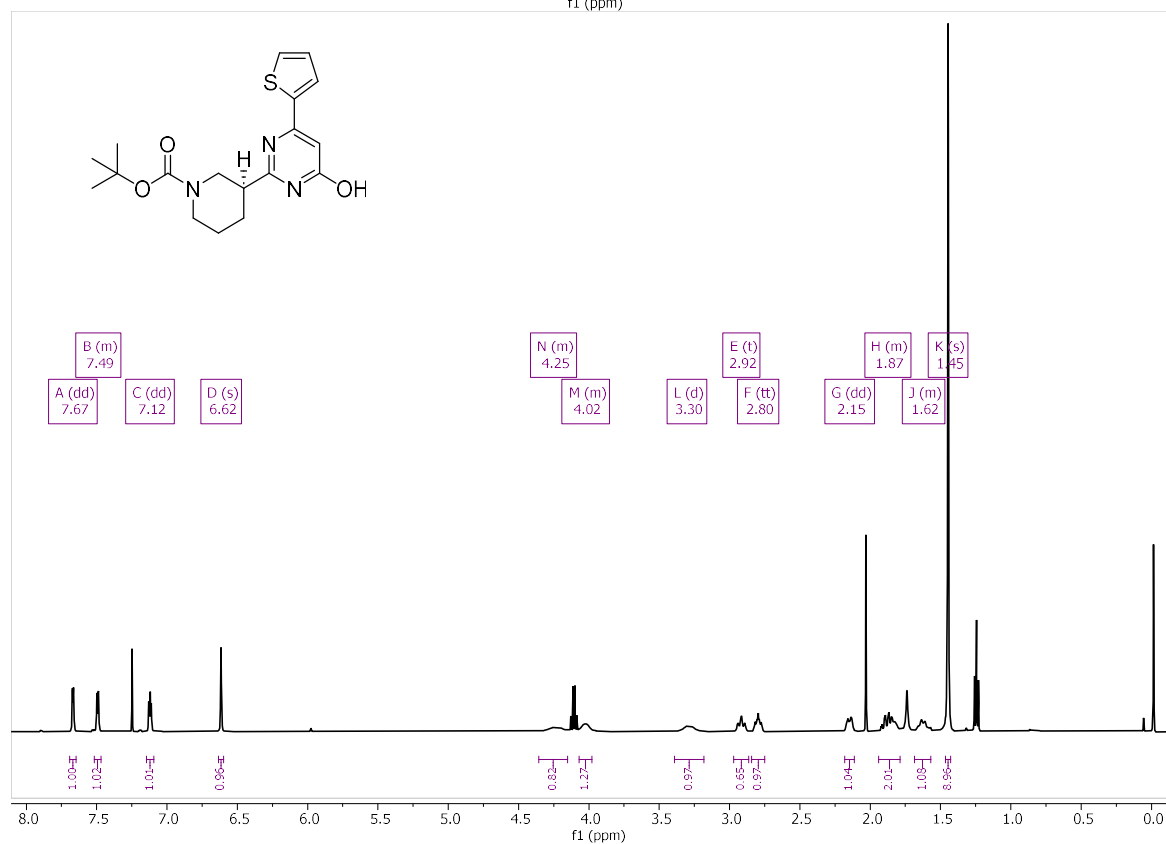

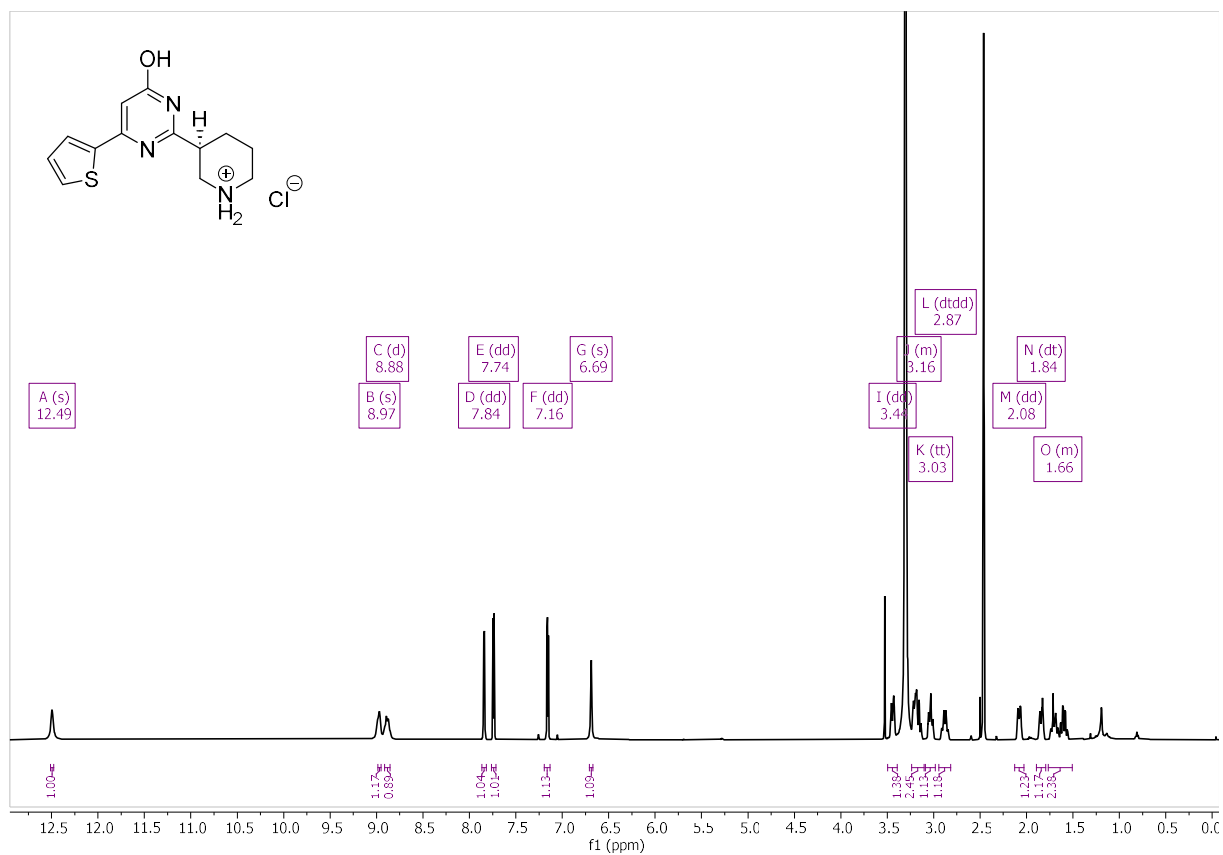

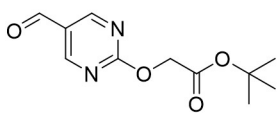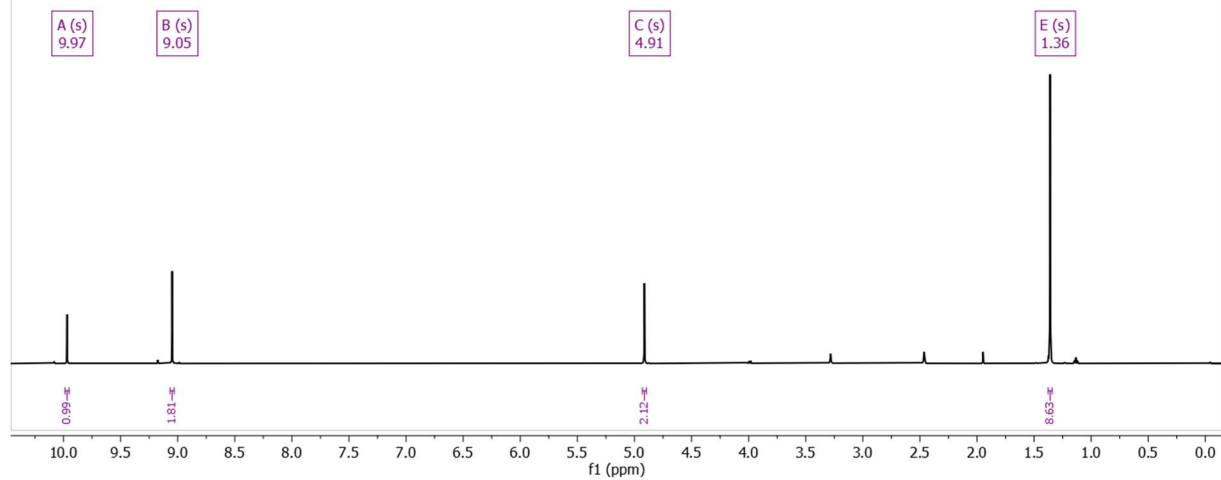

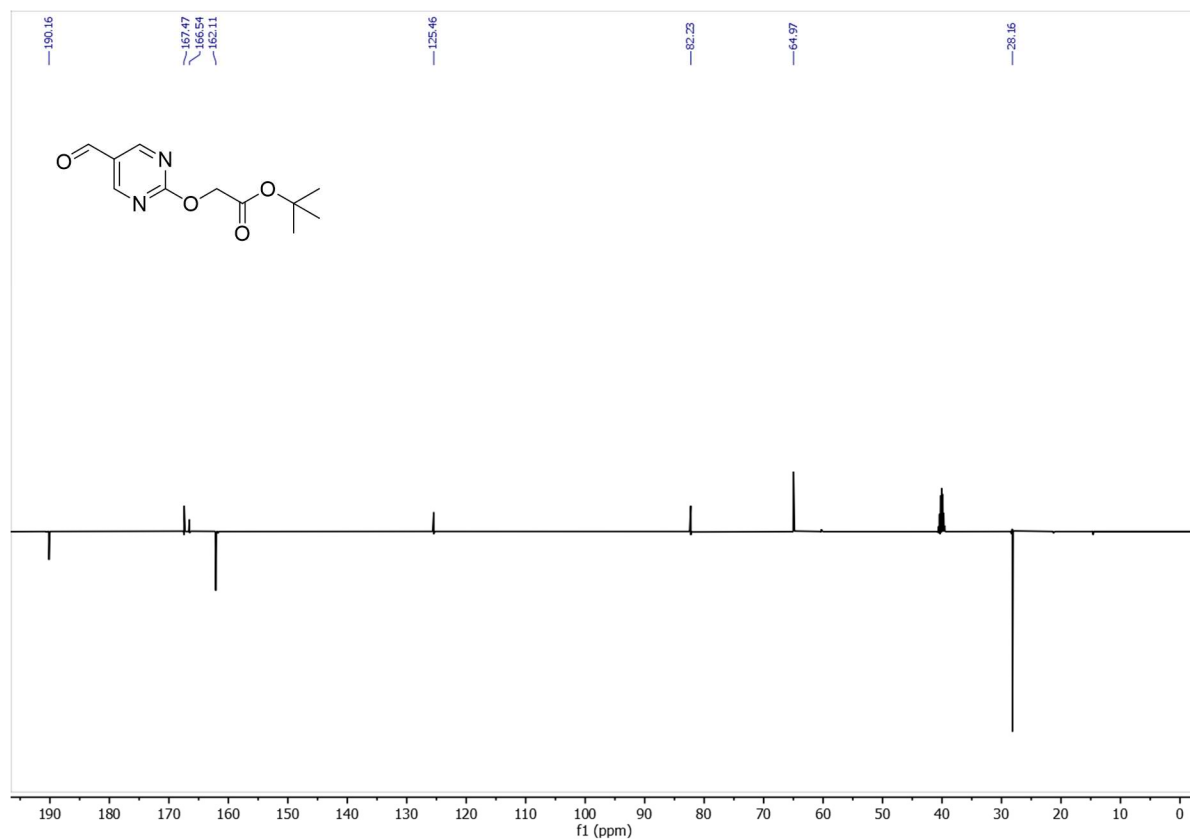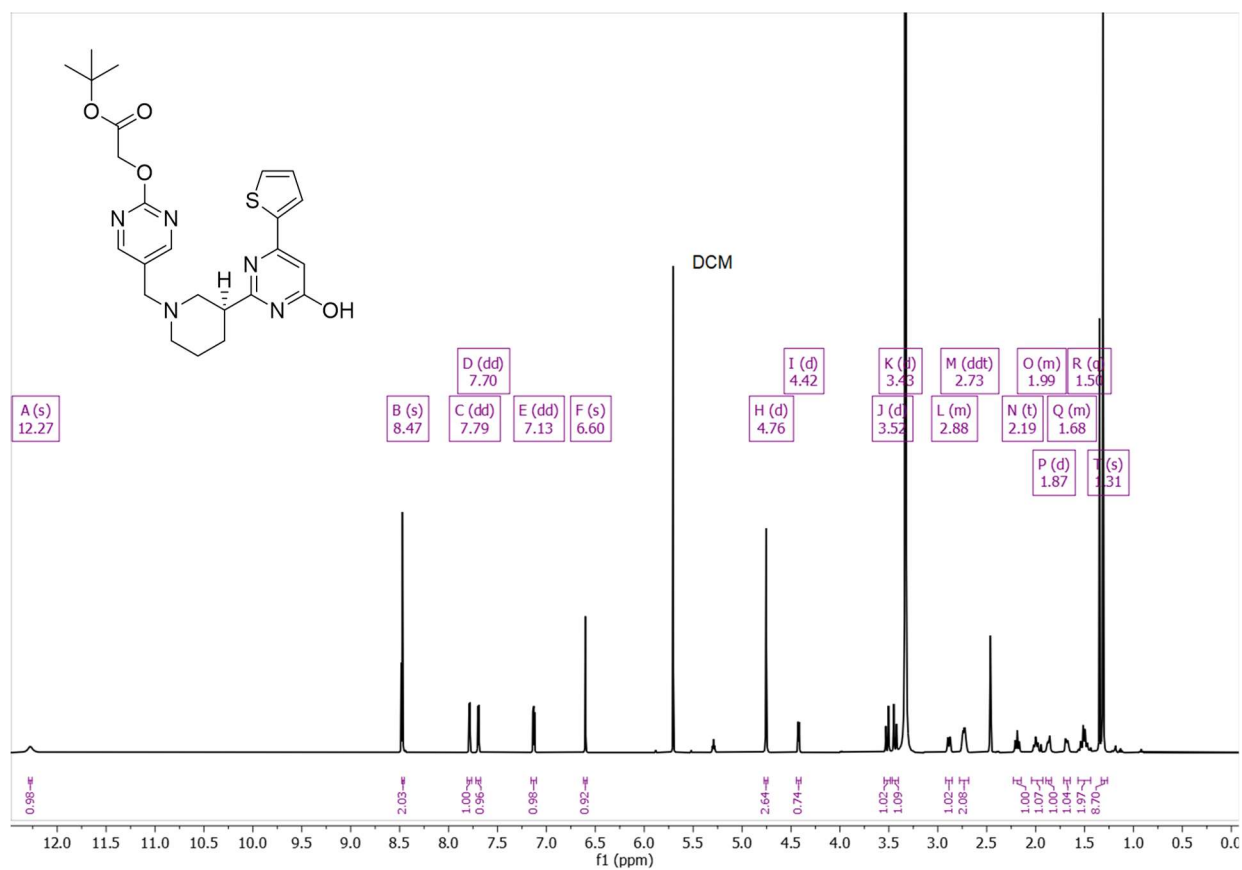

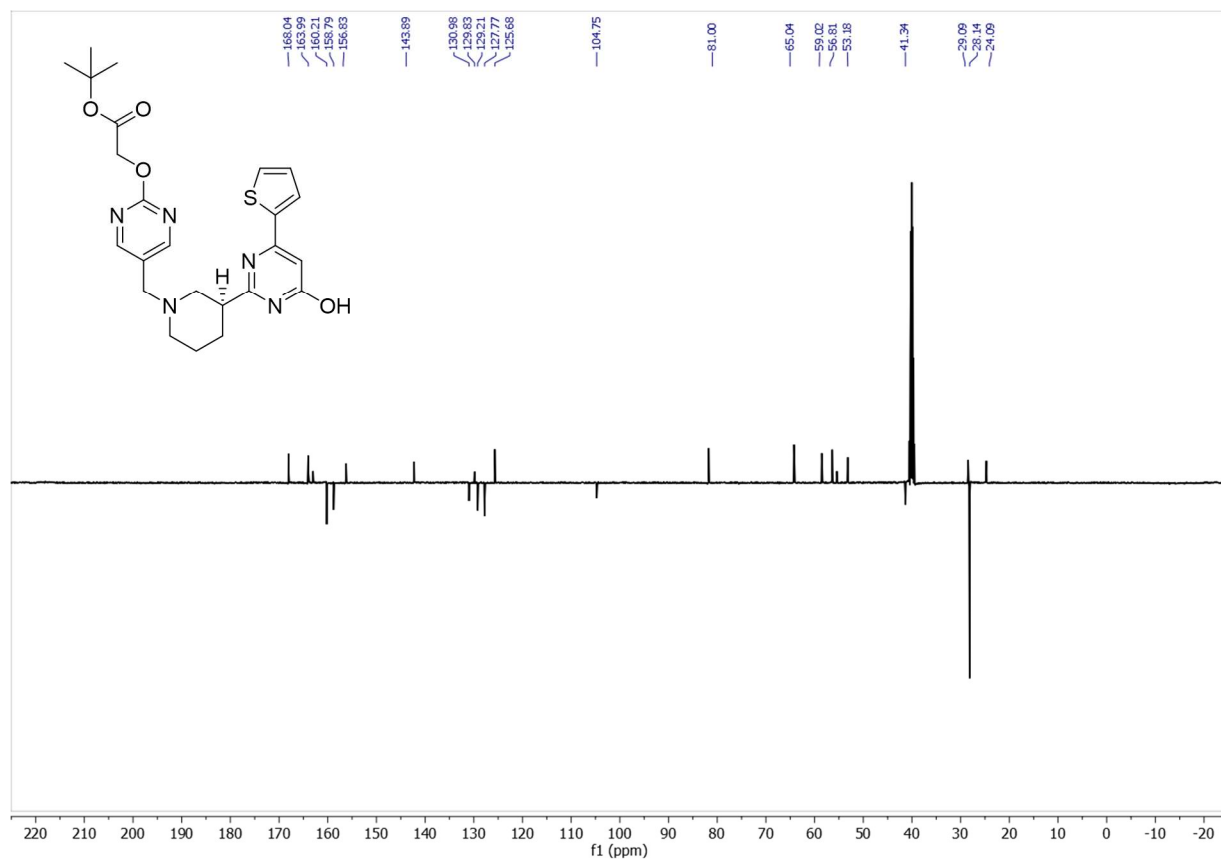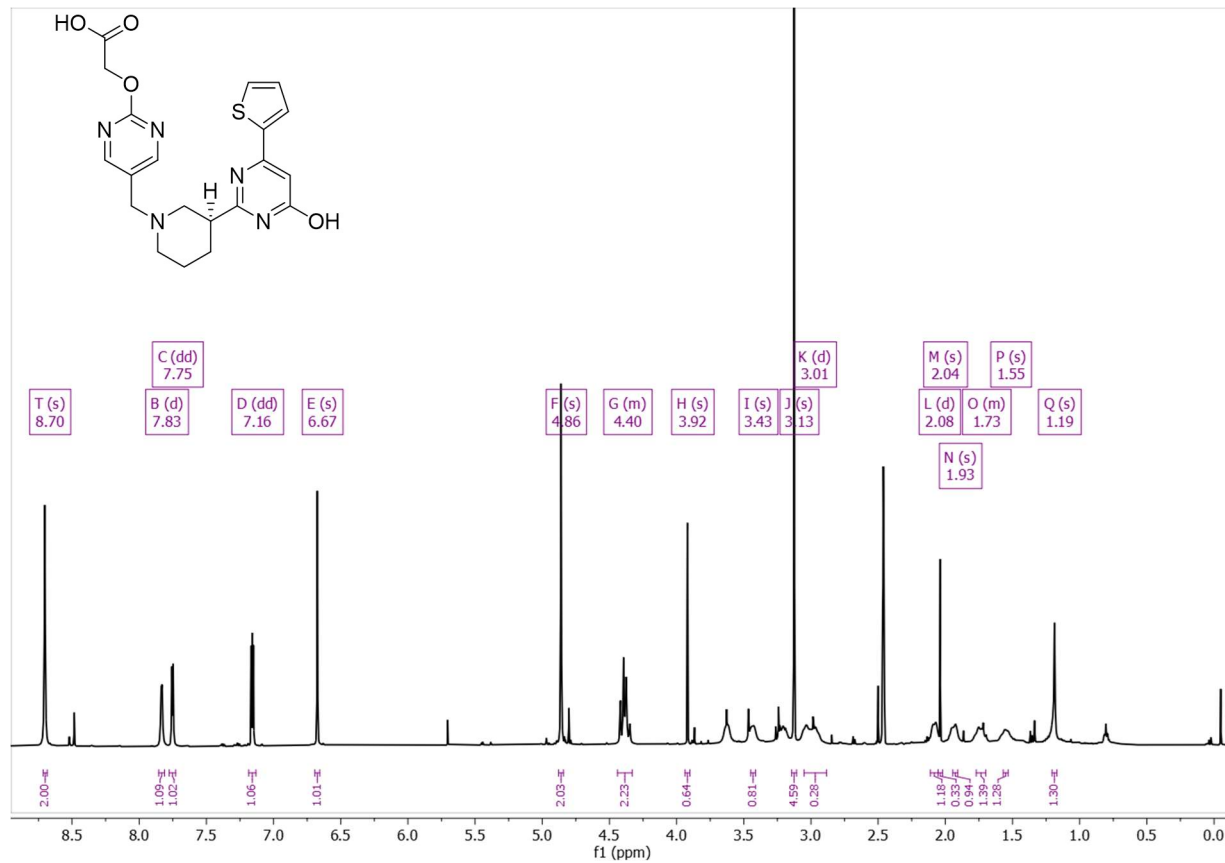

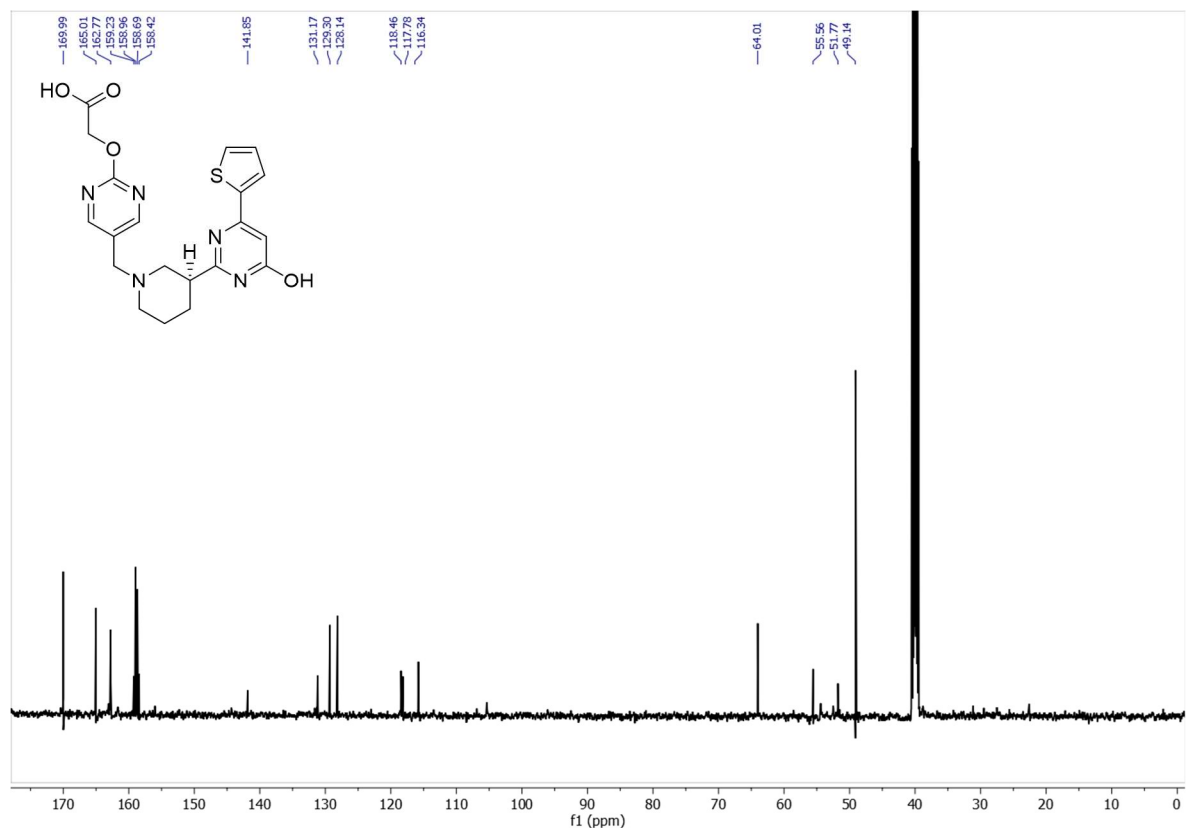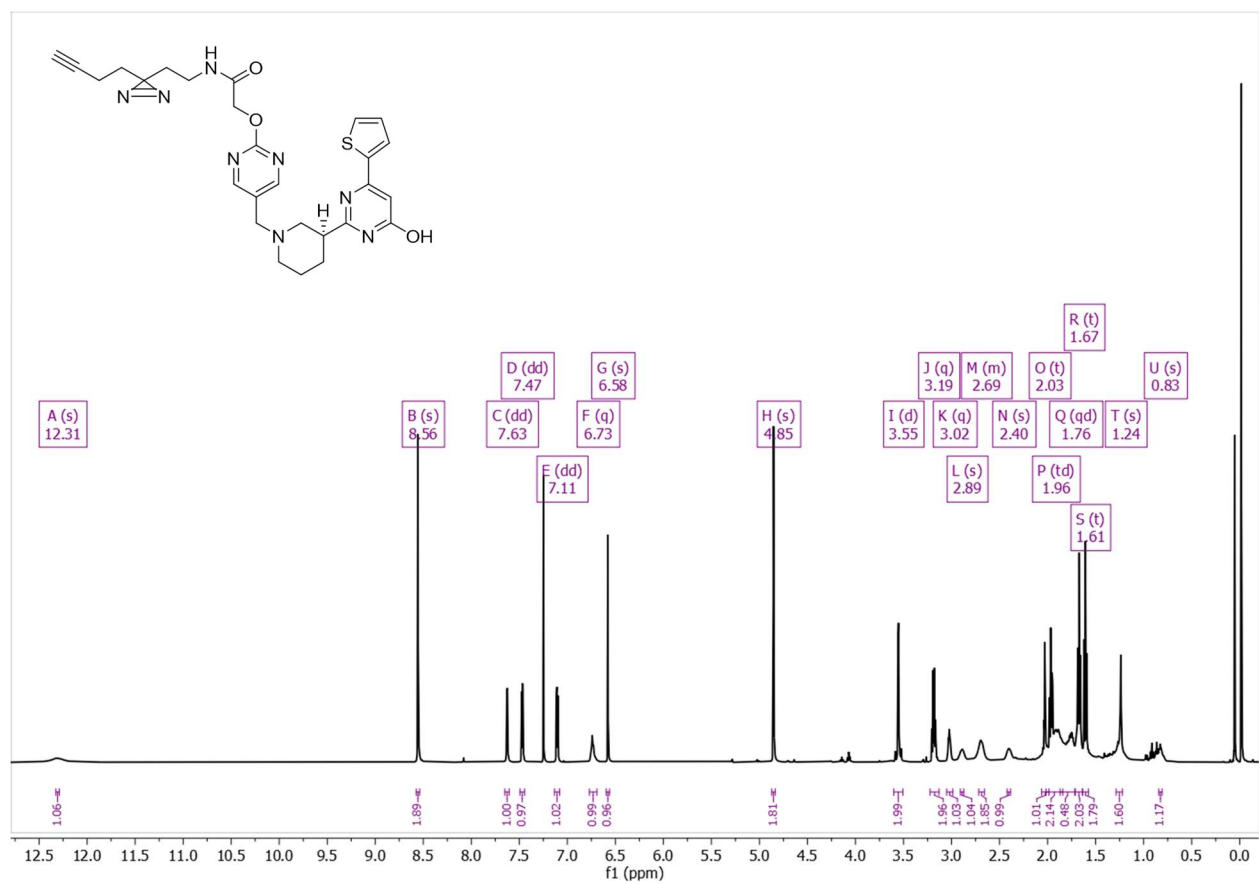

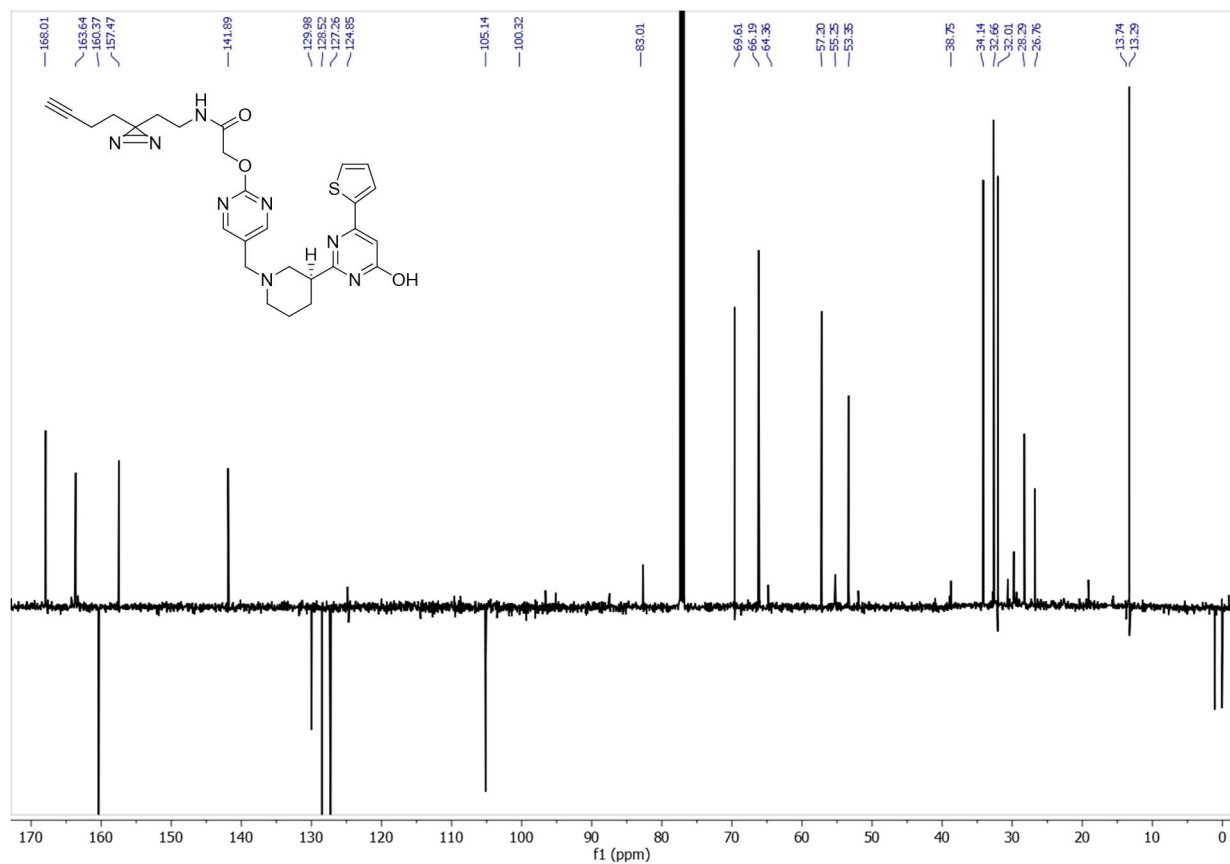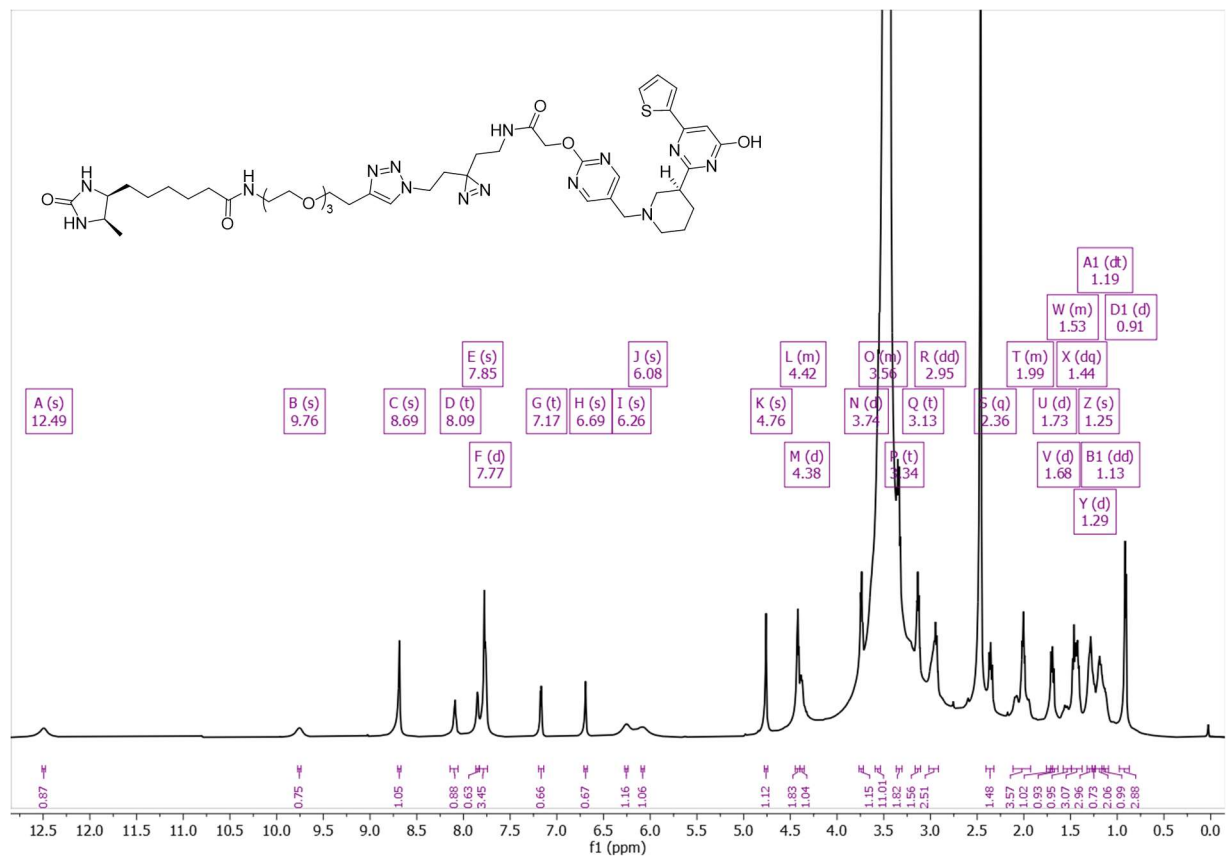

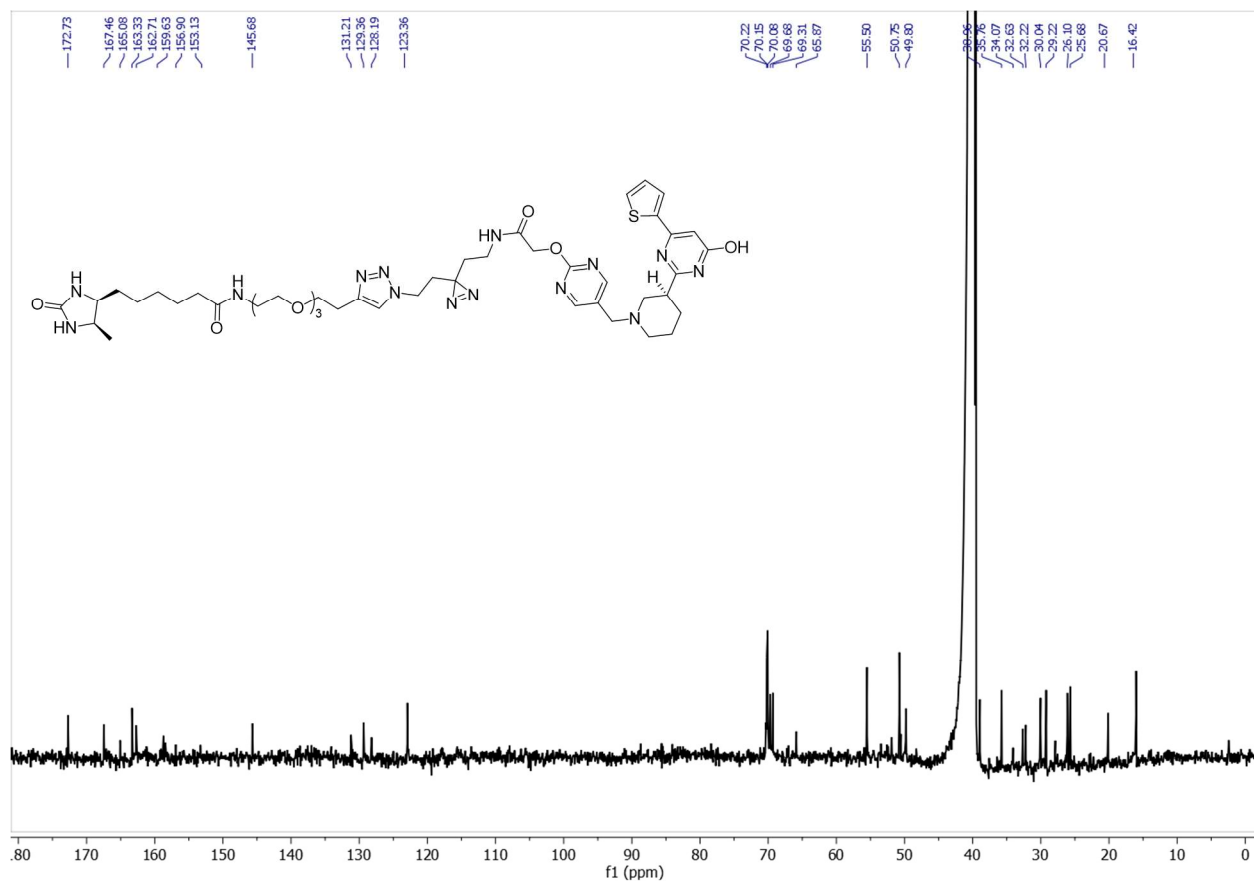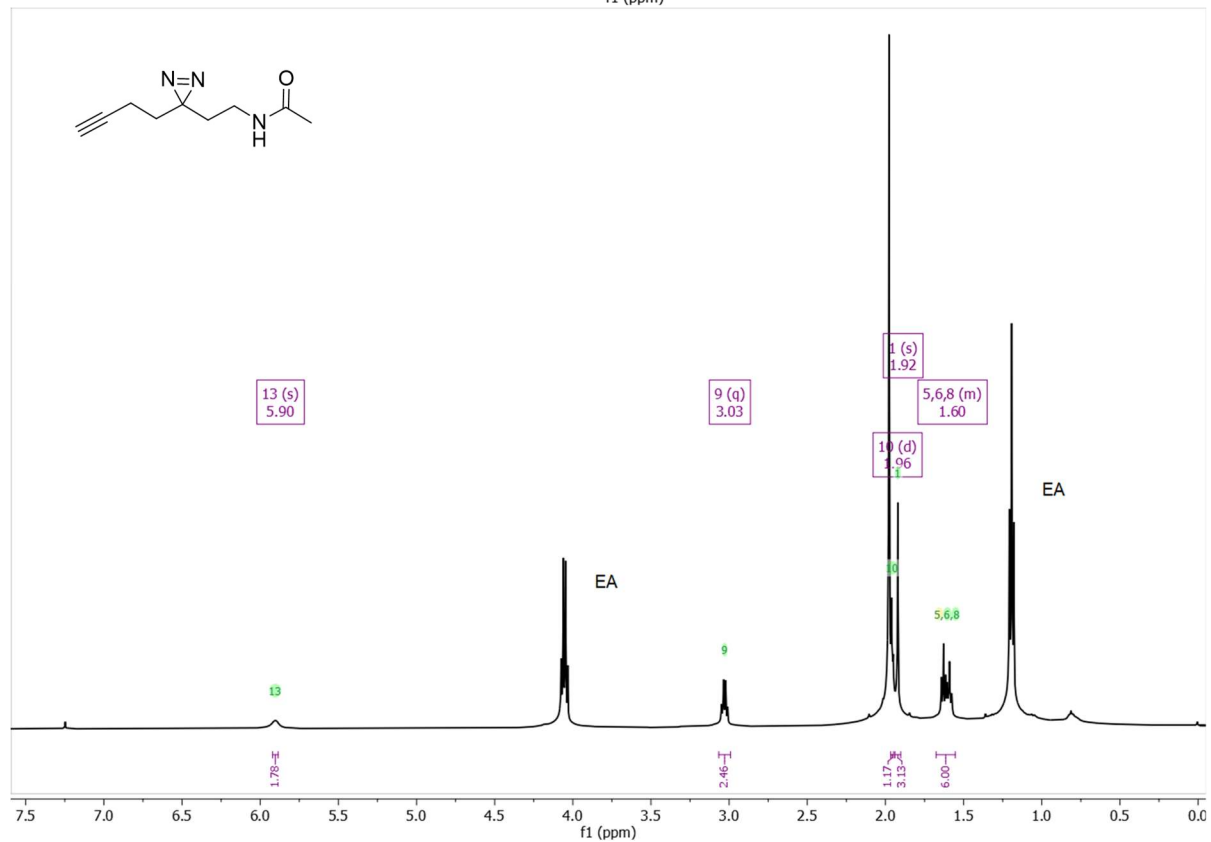

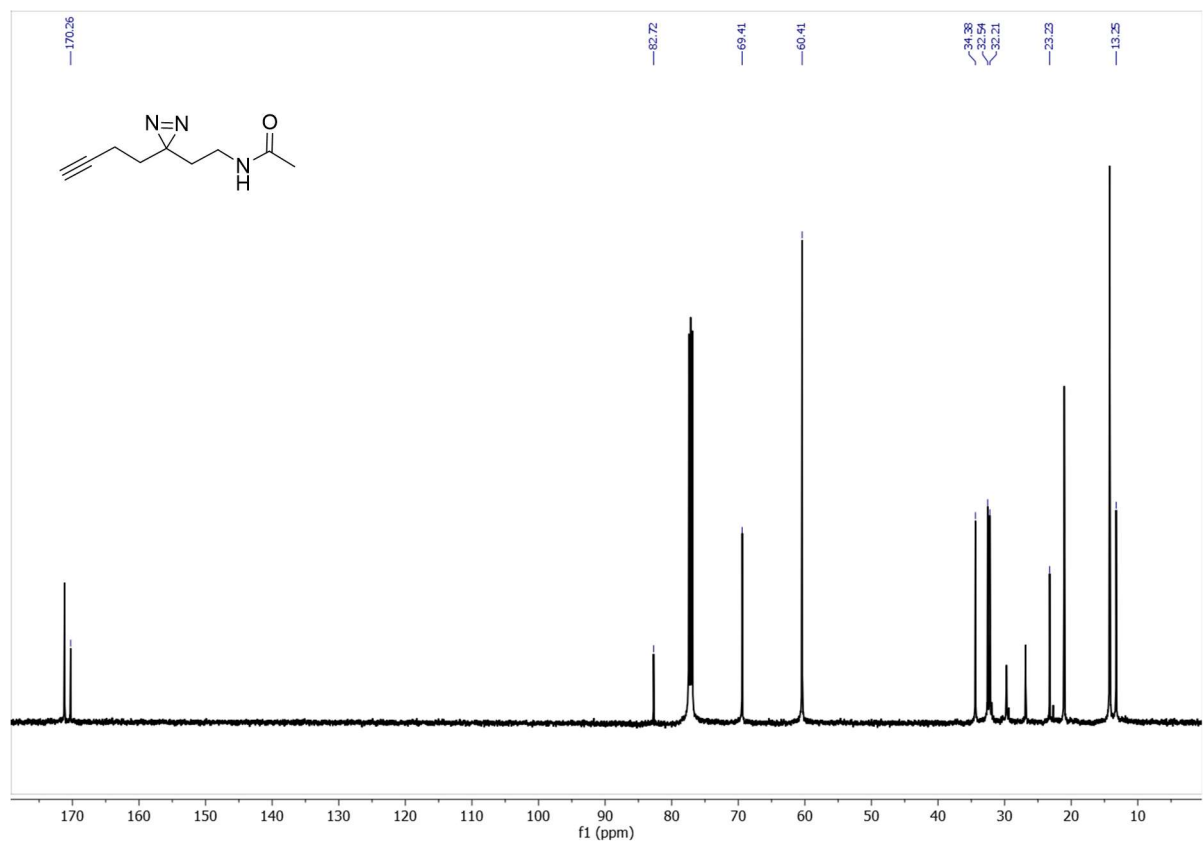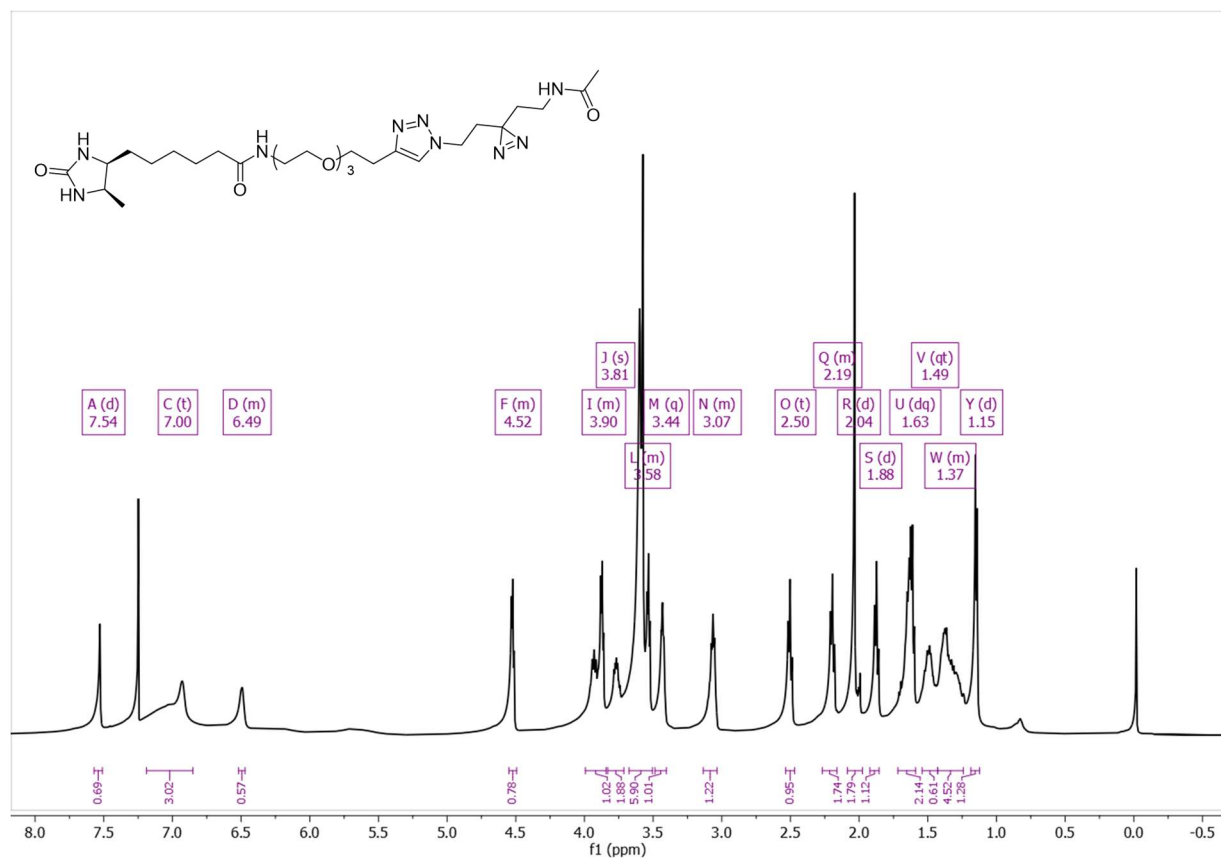

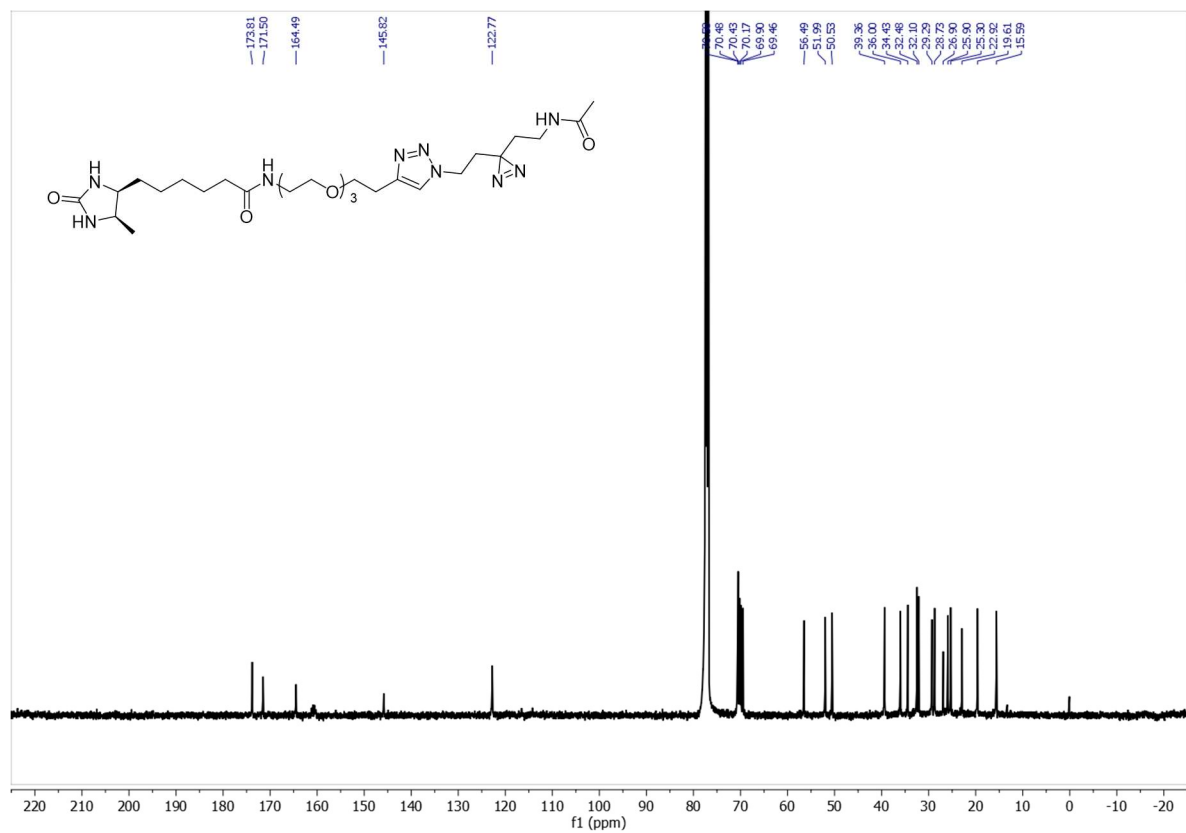

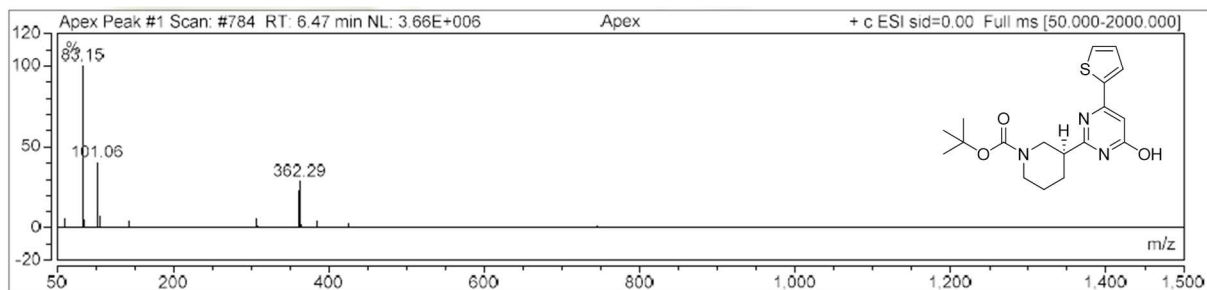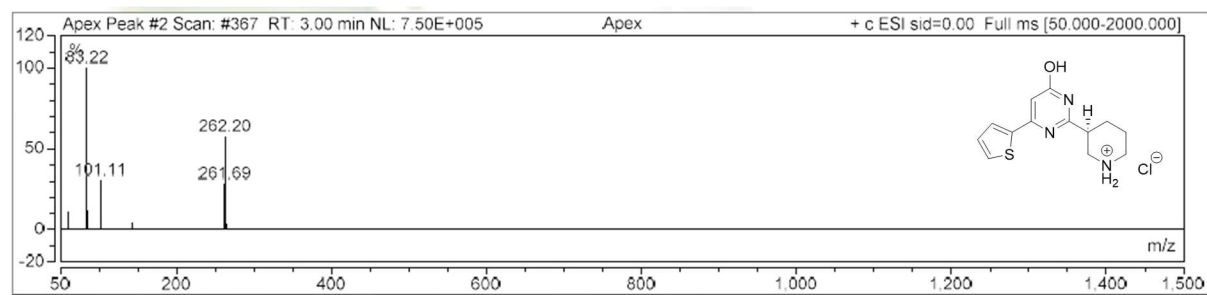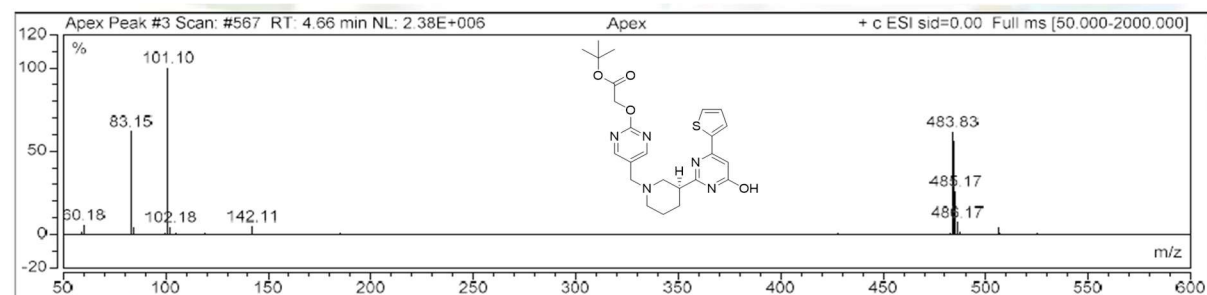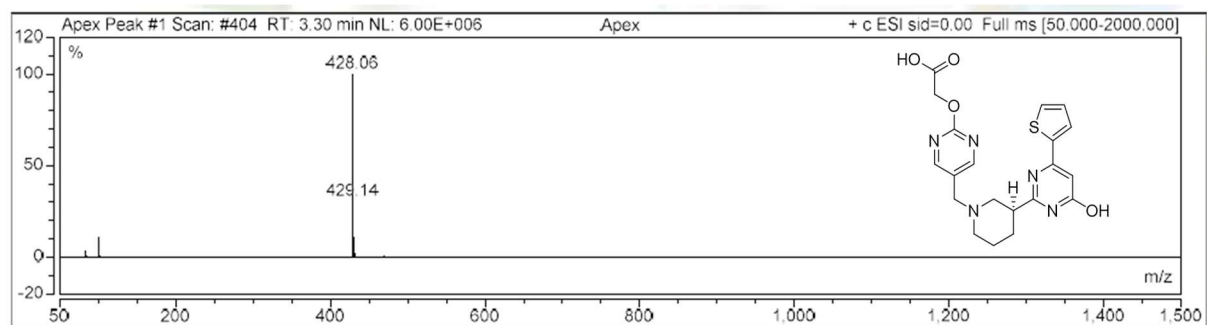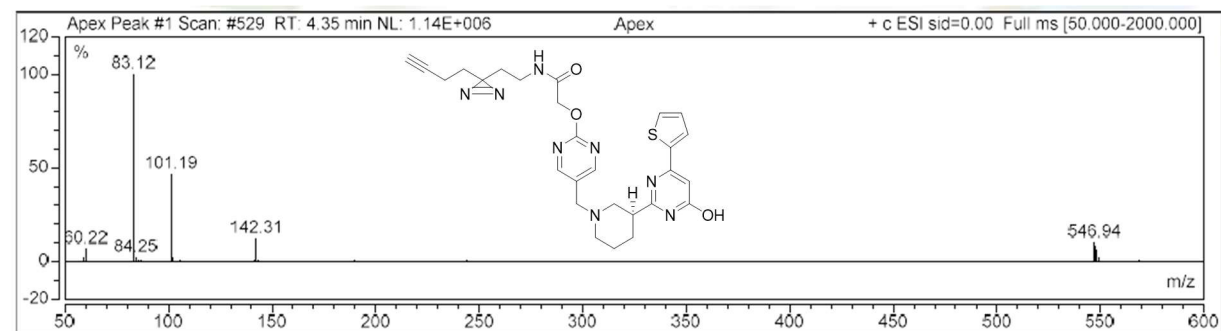

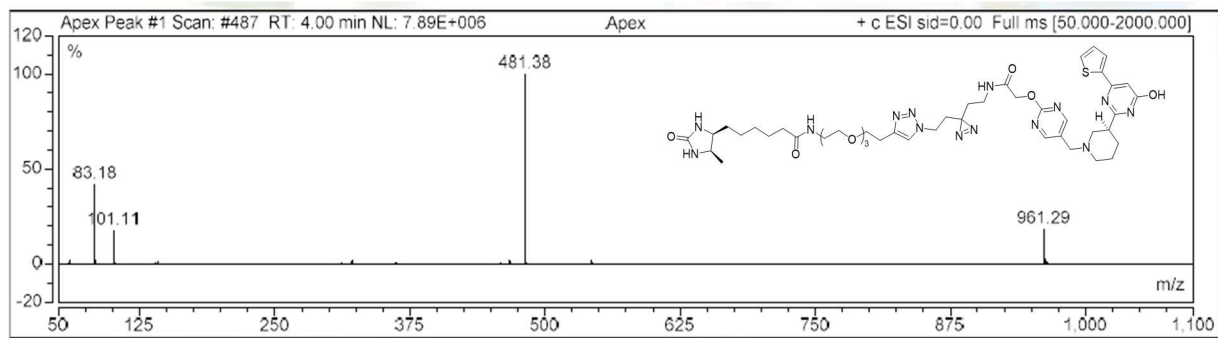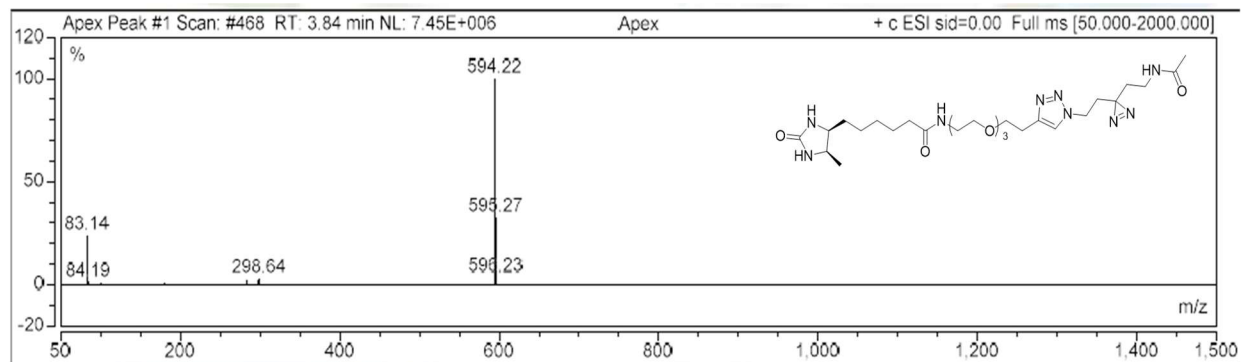

## References

- (1) Motika, S. E.; Ulrich, R. J.; Geddes, E. J.; Lee, H. Y.; Lau, G. W.; Hergenrother, P. J. Gram-Negative Antibiotic Active Through Inhibition of an Essential Riboswitch. *J. Am. Chem. Soc.* **2020**, *142* (24), 10856–10862.

How the deposited data were processed for this re-analysis (not part of the article)

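RNA isolated from E. coli was sequenced in 15 libraries, 3 for each of 5 groups. In 4 of the groups it was labeled with photoaffinity probes and enriched on streptavidin. The groups were pulldown with probe 1 (Ribocil alkyne), probe 2 (Ribocil desthiobiotin), probe 3 (alkyne control) and probe 4 (desthiobiotin control), each at 100 µM, and RNA without pulldown, taken before the streptavidin step. The libraries were made with the KAPA RNA EvoPrep kit without rRNA depletion and sequenced in pairs on an Illumina NextSeq2000. According to the methods, the authors trimmed the reads with Cutadapt, aligned them to the MG1655 genome with Bowtie2 and summarised them with featureCounts, and tested them with DESeq2. The versions, the strand setting and the handling of read pairs and of reads with several matches are not given in the sources used here. The deposited counts are the authors' whole numbers of reads per gene, not normalized and not pooled over replicates. The file lists genes on version 2 of the chromosome sequence, while the gene table used for symbols refers to version 3. Of 4451 gene names, 4200 equal a symbol of that table and 4442 a symbol or synonym. The file gives 9 genes as several intervals, whose lengths are summed.

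Depth is given by the total counts, 32425185 to 69930664 per library. Most low counts are even. If the mates of a pair were counted separately, the number of independent fragments is lower than the counts. Pairs of replicates were compared for duplicated libraries by a chi-square test over genes, and none differed by less than the sampling noise. No batch or date is given for the libraries.

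Genes with at least 30 counts summed over all libraries (3646) were analysed with edgeR 4.0.16 in R 4.3.3, with TMM factors, glmQLFit and glmQLFTest, a mean for each of the 5 groups and no further covariates. P-values were adjusted over the genes tested by Benjamini-Hochberg. Genes were called at an adjusted p under 0.05 and a log2 fold change above 0.5 or below -0.5. The contrasts were probe 1 over probe 3, probe 2 over probe 4, probe 1 over probe 2, each probe over no pulldown, and probe 4 over probe 3. The difference between the alkyne and the desthiobiotin pairs in the effect of the Ribocil group, and the mean of that effect over both pairs, were tested in the same fit. The fold changes of genes with few counts depend on the prior count of the fit. Shares of counts between groups of 3 were compared by exact two-sided permutation, which cannot give a p under 0.1. Ratios of summed counts have exact 95% intervals from counting error only. Medians of gene lists were compared with 10000 random lists, each gene drawn from the 100 genes nearest in mean count. Correlations across genes carry no p-value, since genes are not replicates.

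The genes named are ribB, cysG, gyrB, csrB and the genes of SI Table S1, and for each comparison up to 3 enriched and 3 depleted genes with the smallest adjusted p among those whose libraries do not overlap. The values in the paper's tables were known when this rule was set. The RNA sroG, which holds the FMN riboswitch, is in that rule but is not among the gene names analysed here, so the riboswitch is read through ribB. Short genes (200 bp or shorter) and the 22 rRNA genes were also counted as classes.

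The alternatives were edgeR's RLE factors, scaling by total counts, rRNA genes left out, edgeR's filterByExpr or no count filter, counts divided by 2 and rounded up, a replicate block, a test against the fold change threshold (glmTreat), DESeq2 1.42.0, fits of the compared groups alone and each library left out in turn. Genes of 200 bp or shorter left out, and DESeq2 with its filtering set at 0.1 or turned off, were added later. The planned DESeq2 runs set this filtering at 0.05, a value that was not fixed in the plan. The edgeR steps were tested on simulated counts with known changes and with none. Apart from the runs at the count level of ribB, genes counted there as recovered or called at an adjusted p under 0.05 alone. With 200 genes of a mean of at least 50 counts changed by 1 on the log2 scale, 98.5% were recovered for probe 4 over no pulldown and 97% for probe 3 over no pulldown. In each of these 2 comparisons 13 unchanged genes were called as well, 6.2% of the calls for probe 4 and 6.3% for probe 3. With no gene changed, 1 gene of 3646 was called for probe 4 over no pulldown and 0 for probe 3. Random lists and summaries used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9. GC content was not analysed, since no genome sequence was used here. RT-qPCR, dot blot and in vitro translation results of the paper were not analysed.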

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

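The tests of a difference between the control probes, of capture without a Ribocil group for ribB and of gene length for ribB were chosen only after the results were seen.

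The effect of the Ribocil group differed between the alkyne and the desthiobiotin probes for 145 genes. These genes had an adjusted p under 0.05 (edgeR) for the difference between probe 1 over probe 3 and probe 2 over probe 4, which the paper does not test. DESeq2 gave 165 genes, and leaving out each library in turn gave 104 to 156. Of 100 regroupings of the libraries, the real one included, 1 gave as many genes, and the highest of the others gave 46. The regroupings mixed the libraries of all 4 pulldown groups, so other differences between these groups entered their spread. They therefore argue against 4 alike groups, and cannot exclude chance for this difference by itself. Without genes of 200 bp or shorter 122 genes passed, which argues against short RNAs as the whole cause. A difference between the control probes and an effect of the Ribocil group that depends on the handle cannot be told apart, since each handle has its own control probe. Between probe 4 and probe 3, 139 genes were called, and 3 between probe 1 and probe 2, but the difference tested is the sum of these comparisons, so their counts restate it. For ribB itself the difference did not pass, with an adjusted p between 0.314 and 0.689 over the alternatives that kept every library.

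The gene ribB was higher with both Ribocil probes than without pulldown, by a log2 fold change of 0.60 with probe 1 and 0.60 with probe 2. The paper does not report this comparison. It passed in every library left out except probe 2 replicate 2, without which probe 2 gave 0.44 (edgeR adjusted p = 0.0677). Under 4 other scalings the lowest log2 fold change was 0.52 and the highest adjusted p 0.0156, which argues against the scaling of the libraries. Control probes did not raise ribB in the same way, and the Ribocil effect over both handles was 0.62 (adjusted p = 8.1e-05), which argues against capture that needs no Ribocil group. Genes of 400 to 1000 bp, the length class of ribB, had a median of at most 0.0011, so this class was not raised as a whole. The scaling centres the genes near 0, and with probe 1 over no pulldown 16 genes of the class were enriched and 10 depleted. The class median therefore cannot exclude gene length for ribB alone. GC content was not tested. Binding of the Ribocil group to the riboswitch RNA may account for these values, as a hypothesis found and tested on the same libraries.

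The control probes differed directly in 74 genes that were higher and 65 that were lower with probe 4 than with probe 3, a comparison the paper makes only through no pulldown. Of 10 splits of these 6 libraries, 1, the real one, gave as many genes, and every other called 0 with edgeR. The share of such splits cannot fall below 10% with 3 against 3, so chance is not excluded by this count. Scaled by total counts, 55 were higher and 73 lower, so that the share of higher genes was 43.0% in place of 53.2%. Of the 65 lower genes, 43 were 200 bp or shorter, as were 10 of the 74 higher genes, and 22 were called lower when such genes were left out. The paper's explanation, that desthiobiotin itself interacts with RNA, stays open and was not tested here. Over no pulldown, probe 1 had 67 enriched and 137 depleted genes, although it was clicked to desthiobiotin azide like the other alkyne probe, and probe 2 had 27 and 90. These counts depend on the setting. With total counts they were 98 and 122 for probe 1 and 6 and 114 for probe 2. Without probe 1 replicate 2, 40 were enriched with probe 1, and without probe 2 replicate 2, 8 were enriched with probe 2. DESeq2 on the compared groups only gave 45 and 110 for probe 1 and 12 and 79 for probe 2, and glmTreat called 5 and 59 for probe 1 and 0 and 36 for probe 2, where 163 genes had an unadjusted p under 0.05 in that test.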

How the results depend on the processing

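The fits without genes of 200 bp or shorter, with DESeq2 filtering at 0.1 and with DESeq2 filtering turned off were chosen only after the results were seen, and all other alternatives were set before the data were examined. For counts of called genes, ribB and the summaries, 261 values under alternatives that kept every library stayed with their main value, 53 moved, 4 newly passed and 4 changed sign. With a library left out, 165 stayed, 16 moved, 1 no longer passed and 4 changed sign. For the other genes named, 510 values stayed, 7 newly passed and 11 no longer passed. With a library left out 238 stayed, 1 newly passed, 11 no longer passed and 2 changed sign. Except where a reason is given, the cause was not tested.

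The test against the fold change threshold, glmTreat, requires more than a threshold on the estimate, which by construction lowers the counts. It called 18 genes enriched and 39 depleted with probe 1 over probe 3, 0 enriched with probe 2 over probe 4 and 0 depleted with probe 1 under probe 2. Against no pulldown it called 0 enriched and 9 depleted with probe 3 and 8 enriched and 58 depleted with probe 4. Between probe 4 and probe 3 it called 23 higher and 33 lower. At an unadjusted p under 0.05 edgeR's usual test had 328 genes for probe 2 over probe 4, 331 for probe 1 over probe 2 and 569 for probe 3 over no pulldown, and DESeq2 called 3, 2 and 17 genes in the same directions.

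The count of genes enriched with probe 2 over probe 4 was 2 with RLE factors, 2 with total counts, 3 without rRNA genes, 13 with no count filter, 2 with counts divided by 2, 3 with DESeq2, 3 without short genes and 2 with DESeq2 filtering at 0.1. Depleted genes in this comparison numbered 2 with total counts, 2 without rRNA genes, 5 with no count filter, 4 with counts divided by 2, 2 with DESeq2, 2 without short genes and 2 with DESeq2 filtering turned off. With probe 1 over probe 2, enriched genes numbered 6 with total counts, 1 without rRNA genes, 2 with no count filter, 1 without short genes and 1 with DESeq2 filtering turned off. Depleted genes numbered 0 with total counts, 7 without rRNA genes, 18 with no count filter, 1 with counts divided by 2, 5 without short genes and 0 with edgeR on the compared groups only.

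With total counts the median log2 fold change of all genes was 0.14 for probe 1 over probe 2, against -0.0039 with TMM factors. With total counts 49 genes were enriched and 137 depleted with probe 4 over no pulldown, so that 26.3% of the called genes were enriched in place of 38.8%. Leaving out short genes removed them from the counts by construction, and left 20 depleted genes for probe 1 under probe 3, 75 for probe 4 under no pulldown and 22 for probe 4 under probe 3.

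With each library left out in turn, 1 to 12 genes were enriched and 0 to 3 depleted with probe 2 over probe 4 (12 and 3 without probe 2 replicate 2, and 3 enriched without probe 4 replicate 1). For probe 1 over probe 2, 0 to 2 were enriched (2 without probe 2 replicate 2, 1 without probe 1 replicate 2) and 1 to 16 depleted (16 without probe 2 replicate 2, 14 without probe 1 replicate 1, and 1 without probe 1 replicate 3 or probe 2 replicate 3). With probe 3 over no pulldown, 7 to 13 were enriched (7 without no-pulldown replicate 1, 10 without probe 3 replicate 1, 9 without probe 3 replicate 3) and 51 to 70 depleted (51 without probe 3 replicate 3, 54 without no-pulldown replicate 2, 56 without probe 3 replicate 1). With probe 4 over no pulldown 53 to 73 were enriched (53 without probe 4 replicate 3). Fewer libraries lower the power, which by construction lowers counts, but the counts of 12, 14 and 16 rose.

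The replicate block gave 3 enriched and 2 depleted genes for probe 2 over probe 4, and 1 enriched and 14 depleted for probe 1 over probe 2. For the other comparisons it gave 62 and 70 with probe 1 over probe 3, 18 and 88 with probe 3 and 80 and 130 with probe 4 over no pulldown, 75 and 66 with probe 4 over probe 3, and 150 genes for the difference between the handles. The sources give no pairing by replicate number, and libraries of the same number did not deviate together throughout. In the residuals of 1422 genes, 8 of 30 pairs of libraries with the same number had a correlation over 0.1, with a range of -0.13 to 0.24, as had 7 of 60 pairs with other numbers. Of the 10 pairs of replicate 1 libraries, 10 were positive and 6 over 0.1, so a component shared by these libraries is not excluded, while 1 of 10 pairs was over 0.1 for replicate 2 and 1 of 10 for replicate 3.

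The ribB change with probe 1 over probe 3 was 0.76 to 0.83 over the alternatives that kept every library, with adjusted p of 1.1e-08 to 2.3e-04. It passed both thresholds in all of these except glmTreat. For probe 2 over probe 4, ribB passed the adjusted p, never the fold change threshold, with no count filter (0.47, adjusted p = 0.0084), without short genes (0.46, adjusted p = 0.0218), with DESeq2 (0.48, adjusted p = 0.0442) and with DESeq2 filtering at 0.1 (0.48, adjusted p = 0.0239). Over its alternatives that kept every library the adjusted p ranged from 0.0084 to 0.239. With a library left out the value exceeded 0.5 without probe 2 replicate 3 (0.62, adjusted p = 0.0619) and without probe 4 replicate 3 (0.61, adjusted p = 0.136). For probe 1 over probe 2 the value near 0 changed sign without rRNA genes (-0.0046), with the replicate block (-0.0035), with counts divided by 2 (-0.011) and without short genes (-0.0020). With a library left out it was -0.14 to 0.16. For probe 4 over no pulldown ribB was -0.0065 to 0.24, and for probe 2 over no pulldown 0.44 to 0.75. For cysG, with few counts, leaving out libraries gave -0.83 to 0.098 for probe 1 over probe 3 and -0.035 to 0.47 for probe 2 over probe 4.

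The median of the list enriched with probe 1 over probe 3 was 0.45 for probe 4 over no pulldown when only genes with a mean of at least 50 counts were kept. The correlation across genes between the Ribocil effects was -0.62 (Pearson) and -0.25 (Spearman) for genes with a mean of at least 200 counts, against -0.33 (jackknife SD 0.24) and -0.14 for those with at least 50. The share of all counts, 5S included, that fell on rRNA genes other than 5S was also compared. It differed from no pulldown by 0.98, 0.92, -0.021 and 0.98 percentage points for probes 1 to 4. Between probe 3 and probe 4 it differed by -1.01 points. The share on 5S genes differed from no pulldown by -0.93, -0.73, 0.065 and -0.89 points. The rises with probes 1, 2 and 4 therefore mostly mirror the lower 5S share. No share with 5S genes left out of the total was computed. The median count of non-rRNA genes was 32 when only the genes tested were taken and 10 with counts divided by 2, both by construction. A log2 change of 0.5 was called in 29.5% of simulated genes with counts like ribB for probe 2 over probe 4. For probe 1 over probe 3 it was called in 41.5%. A call needs an estimate above 0.5, and the median estimates were 0.45 and 0.48. Many such genes are therefore missed by the threshold itself, and these shares do not measure a limit of depth alone.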

Differences from the paper's values

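No test in this part was chosen after the results were seen, except the fits without short genes and with DESeq2 filtering set at 0.1 or turned off. The paper states a depth of 20 M reads per library, while the median of the deposited counts was 49.7 M per library. With counts divided by 2, an alternative set before the data were examined, the median was 24.9 M, which is within 1.5 times the paper's value. The paper gives its depth in reads, and whether a pair counts as 1 read or 2 is not stated in the text.

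In SI Fig. S4 the paper shows about 1 gene enriched with probe 1 over probe 2, read by eye, where edgeR called 0 here. Of the alternatives set before the data were examined, those without rRNA genes, with the replicate block and without probe 1 replicate 2 gave 1 gene, the paper's number. RLE factors, filterByExpr, glmTreat, counts divided by 2, DESeq2 and both fits of the compared groups alone gave 0, as did each other library left out except probe 2 replicate 2, and DESeq2 filtering at 0.1, chosen after seeing the values. Total counts gave 6, no count filter 2 and leaving out probe 2 replicate 2 gave 2. DESeq2 with filtering turned off and the fit without short genes also gave 1, but were chosen after seeing the values, and called 6 and 5 of the paper's 10 genes in SI Table S1. At an unadjusted p under 0.05, 331 genes passed with edgeR and 280 with DESeq2.

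In Fig. 5B the paper shows about 2 genes depleted with probe 2 under probe 4, read by eye, where edgeR called 0 here. DESeq2, total counts, the fit without rRNA genes and the replicate block, all set before the data were examined, gave 2, and leaving out probe 2 replicate 2 gave 3. RLE factors, filterByExpr, glmTreat, both fits of the compared groups alone and each other library left out gave 0, while no count filter gave 5 and counts divided by 2 gave 4. The fit without short genes and DESeq2 with filtering turned off gave 2, while DESeq2 with filtering at 0.1 gave 0, and these were chosen after seeing the values. The filtering value of 0.05 in the DESeq2 run that gave 2 was not fixed beforehand. The calls of the fit without short genes and of DESeq2 with filtering turned off include 5 and 6 of the paper's 10 genes in SI Table S1. At an unadjusted p under 0.05, 328 genes passed with edgeR and 272 with DESeq2.

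The paper lists 10 genes in SI Table S1 as enriched with probe 1 over probe 3. Of these, 6 were called here and 4 were not, although their log2 fold changes have the same sign and lie within the paper's standard errors. The adjusted p of pagP was 0.0823 in edgeR and 0.0536 in DESeq2, and it was called with counts divided by 2. That of ymfD was 0.0686 and 0.0605, and it was called with filterByExpr. That of yoaC was 0.0564 and 0.0526, and it was called with total counts, without rRNA genes, with no count filter and without probe 3 replicate 2. That of ypeA was 0.0702 and 0.0546, and no setting that was run called it. Between 4 and 7 of the 10 genes were called over all settings.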

Other observations

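The tests of capture without a Ribocil group, of a Ribocil effect alike with both handles, of a low level in the probe 3 libraries, of a difference in the rRNA share, of neighbouring genes, of a loss of short RNAs, of near-identical copies and of a shared clean-up step were chosen only after the results were seen.

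Other splits of the libraries were tested for each comparison. With 3 against 3 there are 10 splits, so chance cannot be excluded by their count. The real split alone gave as many called genes, 1 of 10, for probe 1 and probe 3, for probe 3 and no pulldown (1 of 10) and for probe 4 and no pulldown (1 of 10). In these 3 comparisons every other split called 0 genes with edgeR, where the real ones called 127, 102 and 214. For probe 2 and probe 4, 3 of 10 splits gave as many, up to 21 genes, and for probe 1 and probe 2, 2 of 10 did, up to 20 genes. The mean effect of the Ribocil group over both handles passed an adjusted p under 0.05 for 85 genes. DESeq2 gave 125 genes. Leaving out each library in turn gave 37 (without probe 3 replicate 2) to 85 (without probe 3 replicate 3). Of 100 splits 9 gave as many, up to 164, so chance is not excluded for this list.

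The 60 genes enriched with probe 1 over probe 3 were examined as a set. The share of counts outside rRNA genes differed between any probe 1 and any probe 3 library by at most 0.084 on the log2 scale, which argues against a difference in the rRNA share. With filterByExpr, which drops genes with low counts, 66 genes were enriched, and with no count filter 62. In simulated data edgeR recovered 50.5% of changed genes of any count for probe 1 over probe 3, at an adjusted p under 0.05 alone. In a separate run with changed genes of a mean of at least 50 counts it recovered 93.5%. Changes in genes with few counts are thus often missed. With counts divided by 2 there were 60, which argues against mates counted separately. The median length of the list lay at percentile 35.5 of random lists matched on count, which argues against gene length. Capture that needs no Ribocil group may account for part of the list, since its median for probe 4 over no pulldown lay at percentile 100 of the matched lists. A low level of these RNAs in the probe 3 libraries may also contribute. The median for probe 3 over no pulldown was -0.65, against -0.15 to -0.085 in 20 simulations with probe 3 unchanged from no pulldown and the same thresholds. The simulated lists held 128 to 181 genes. With only the 60 genes of smallest p in each, the range was -0.10 to -0.036. Transcripts that cover neighbouring genes could explain the grouping, since 25 of the genes had an enriched neighbour and at least 95% of the random lists had 7 or fewer. A Ribocil effect of equal size with both handles as the cause of the list is argued against, since the median was 0.90 for probe 1 over probe 3 and -0.10 for probe 2 over probe 4 (SD 0.14 between replicates). A smaller effect with probe 2, or one on single genes, is not excluded. GC content was not tested. Binding of Ribocil to single genes of the list stays open.

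Of the 67 genes depleted with probe 1 under probe 3, 77.6% were 200 bp or shorter, against 5.35% of the genes tested (Fisher's exact test across genes, p = 1.1e-55). The test takes genes as independent although they share libraries, so its p-value does not measure the spread between replicates. A loss of short RNAs in the probe 1 libraries is a candidate explanation. Of the short genes, 34 were tRNA and 8 were rRNA genes, but 10 were neither, which argues against reads shared between near-identical copies as the whole cause. Named after their values were seen, these were ffs, rmf, trpL, mcaS, glmY, ssrS, ryhB, gadY, ivbL and sroH. Over 42 short genes with a mean of at least 50 counts, the median log2 fold change per library from no pulldown averaged -1.23 (SD 0.42, n = 3) with probe 1, -0.90 (SD 0.081, n = 3) with probe 2, -0.44 (SD 0.18, n = 3) with probe 3 and -0.71 (SD 0.17, n = 3) with probe 4. The 4 groups differed by an exact permutation test over 15400 arrangements (p = 0.0155), which argues against an equal loss at a clean-up step shared by all pulldowns. A loss that differs between pulldowns stays open, and no biological explanation was tested.

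Across 1422 genes with a mean of at least 50 counts, the log2 fold changes of probe 1 over probe 3 and of probe 2 over probe 4 had a Pearson correlation of -0.33 (jackknife SD 0.24) and a Spearman correlation of -0.14. Genes are not independent replicates. Leaving out each library gave Pearson values of -0.43 to -0.20, and leaving out rRNA genes gave -0.24. For csrB, the Ribocil effect differed between the handles by -0.78 on the log2 scale (edgeR adjusted p = 1.2e-05). Its level was lower with probe 3 (log2 fold change -0.61) and with probe 1 (-0.82) than without pulldown.

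In raw counts that include the rRNA genes, replicates of probe 2 differed more than those of the other groups in 2 of 3 pairs. The chi-square per degree of freedom over genes was 84.2 for replicates 1 and 2 and 62.4 for replicates 2 and 3, but 2.64 for replicates 1 and 3. In the other groups it was 2.80 to 32.0. The rRNA genes took 98.0% to 98.2% of the counts, and their make-up differed in probe 2 replicate 2. There 20.0% of the counts were on 16S genes, against 24.0% and 23.8% in replicates 1 and 3. The chi-square values therefore need not reflect a spread in other genes.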
